# Prenatal Exposure to DEHP Affects Spermatogenesis and Sperm DNA Methylation in a Strain-Dependent Manner

**DOI:** 10.1371/journal.pone.0132136

**Published:** 2015-08-05

**Authors:** Julien Prados, Ludwig Stenz, Emmanuel Somm, Christelle Stouder, Alexandre Dayer, Ariane Paoloni-Giacobino

## Abstract

Di-(2-ethylhexyl)phtalate (DEHP) is a plasticizer with endocrine disrupting properties found ubiquitously in the environment and altering reproduction in rodents. Here we investigated the impact of prenatal exposure to DEHP on spermatogenesis and DNA sperm methylation in two distinct, selected, and sequenced mice strains. FVB/N and C57BL/6J mice were orally exposed to 300 mg/kg/day of DEHP from gestation day 9 to 19. Prenatal DEHP exposure significantly decreased spermatogenesis in C57BL/6J (fold-change = 0.6, p-value = 8.7*10^-4^), but not in FVB/N (fold-change = 1, p-value = 0.9). The number of differentially methylated regions (DMRs) by DEHP-exposure across the entire genome showed increased hyper- and decreased hypo-methylation in C57BL/6J compared to FVB/N. At the promoter level, three important subsets of genes were massively affected. Promoters of vomeronasal and olfactory receptors coding genes globally followed the same trend, more pronounced in the C57BL/6J strain, of being hyper-methylated in DEHP related conditions. In contrast, a large set of micro-RNAs were hypo-methylated, with a trend more pronounced in the FVB/N strain. We additionally analyze both the presence of functional genetic variations within genes that were associated with the detected DMRs and that could be involved in spermatogenesis, and DMRs related with the DEHP exposure that affected both strains in an opposite manner. The major finding in this study indicates that prenatal exposure to DEHP can decrease spermatogenesis in a strain-dependent manner and affects sperm DNA methylation in promoters of large sets of genes putatively involved in both sperm chemotaxis and post-transcriptional regulatory mechanisms.

## Introduction

In the past century in industrialized countries, a decline in sperm counts has been documented in young healthy men, which could be responsible for the observed decline in fertility [1]. The rapidity of the changes suggested that environmental factors may play a role. Additionally, in regards of the ubiquitous possibility of being exposed to phthalates in our industrialized societies and of the well documented impact of these toxicants on the male reproductive system, it is essential to better characterize, in animal models, the mechanisms of action of an important member of this class of toxicants, Di-(2-ethylhexyl)phthalate (DEHP). End of 2014, the European Chemical Agency classified DEHP in “substances of very high concern” because of its endocrine disrupting properties (ECHA/NA/14/56) and this new verdict could affect the existing authorization applications.

DEHP is a phthalate esters industrial plasticizer found ubiquitously in the environment and strongly suspected to disrupt rodent and human endocrine systems according to various *in vitro* and *in vivo* studies, and one of its metabolite, the Mono-(2-Ethylhexyl) Phthalate (MEHP), was also incriminated. It was observed in rodents that pre- or peri-natal exposure to DEHP induced a decrease in the anogenital distance [2, 3] chryptorchidism [4] and low levels of circulating testosterone [2, 3]. It also induced testes alterations involving Sertoli, Leydig, spermatogenic and spermatogonial stem cells [5, 6], and spermatogenesis alterations [6–9]. In humans, pre- or post-natal exposure to DEHP, as documented in some studies by abnormally high levels of phthalates in the urine or in the semen, induced a reduction in the anogenital distance, an incomplete testicular descent [10] and reduced sperm quality [11, 12].

A functionally important player in epigenetic gene regulation is DNA methylation. It occurs at the level of CpG dinucleotides in specific sites within or around the genes. In imprinted genes, DNA methylation results in an allele-specific silencing of the gene. It also induces a silencing of genes with CpG-rich promoters. Epigenetic changes, in particular DNA methylation, play an important role during development and produces patterns that can persist up to adulthood [13] and even in the next generation [6, 14–16].

Pharmacokinetic studies on orally administrated low dose of radiolabelled DEHP in male mice showed mainly urinary excretion of the radioactivity, but additionally, radioactivity detectable in testis [17]. It has been shown that 2-ethyl-(1-C14)-hexyl-labeled DEHP and mono(2-ethylhexyl) phthalate (MEHP) associate strongly with purified DNA [18]. Previous reports additionally showed increased DNA methylation and increased expression of DNA methyl-transferases in mice testes due to maternal exposure to DEHP [19].

The background hypothesis of the present work, to partially explain DEHP negative effect on spermatozoa production in mice, is that DNA methylation regulating the expression of genes involved in the maturation of sperm cells may be affected by DEHP molecules or metabolites. Additionally, methylation changes might also be involved in the strain-specific sensitivity observed in rodents after exposure to specific environmental factors [20–22].

Here we aimed to investigate the long-term impact of prenatal exposure to DEHP on spermatogenesis and sperm DNA methylation in two distinct mice strains using a genome-wide DNA methylation approach. C57BL/6J and FVB/N mice were selected based on that fact that their imprinting was shown to be modulated by the genetic background [23, 24]. Moreover, the genomes of the two strains are known: C57BL/6J strain corresponds to the usual reference genome whereas FVB/N strain was recently sequenced [25]. Finally, the FVB/N strain has good reproduction capacities with big pronuclei, high litter size and low cannibalization of newborn compared with other strains such as C57BL/6J [26].

In the present study, pregnant C57BL/6J and FVB/N mice were treated orally with either the vehicle (corn oil) or corn oil with DEHP at a dose of 300 mg/kg body weight from day 9 to 19 of pregnancy, i.e. during the time of embryo sex determination [27]. The DEHP dose chosen was in the range of doses at which a reproductive phenotype was observed in rodents [19, 28, 29].

The possible effects of DEHP on the genome-wide methylation patterns were compared between sperm sample of male offspring of C57BL/6J and FVB/N mice, each condition being tested in quintuplicate. The method selected is MBD-Seq and corresponds to high-throughput sequencing using the Illumina technology of methylated DNA fragments previously captured by the methyl-CpG binding domain of MeCP2 protein. MBD-Seq has shown to be a cost-effective and a high resolving approach [30]. That technic allowed measurement of “DNA methylation” on a genome-wide scale, meaning the addition of a methyl group to the 5th carbon position of the cytosine pyrimidine ring by a methyltransferase enzyme. The MBD binds *in vivo* to approximately 12 bp DNA when containing methylated CpG sites [31].

The analysis focused on genome wide differentially methylated regions (DMR). The promoter region is broadly defined in this study as the sequence beginning 2kb upstream and ending 200 bp downstream the first base of the 5’ end of the gene. That definition is not consistent with the true definition of a promoter, but the probed region is expected to contain the main sequences regulating expression as well as start of transcription in a majority of the genes. To our knowledge, no study on phthalate exposure has ever been conducted to address both genetic and epigenetic effects in parallel and on a global scale.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the Animal Welfare Act and was approved by the Commission d’Ethique de l’Expérimentation Animale of the University of Geneva Medical School and by the Geneva Veterinarian Office (permit reference: G61/3918).

### Mice DEHP exposure

Wild type FVB/N and C57BL/6J mice are purchased from Charles River (L’Arbresle, France). Mice were maintained at the animal core facility of the Geneva University under conventional accommodation. All animal manipulations were monitored using the Python based Relational Animal Tracking system (PyRAT). Two-month-old female mice are naturally mated with male. Females with a copulation plug the next morning are separated in two groups. Bis(2-ethylhexyl)phthalate (Sigma-Aldrich, St. Louis, USA) diluted in corn oil (Sigma-Aldrich, St. Louis, USA) is administered orally by gavage in doses of 300 mg/kg/day for the first group from day 9 to 19 of pregnancy. The second group consists in control mice that receive the vehicle (corn oil) only by gavage from days 9 to 19 of pregnancy. The male offspring of the treated females are sacrificed at 8 weeks of age by cervical dislocation.

### Spermatozoid count

The whole mouse epididymis and the vas deferens is removed and cut into small pieces in a drop of 250 μl of Phosphate-Buffered Saline (PBS) into a Petri dish. The tissues incubate for 10 min at 37°C to release the sperm. PBS drop containing sperm is transferred in new Eppendorf tube and diluted 50 folds. Spermatozoid count is carried out using a hemocytometer. The total spermatozoid count results from the formula: Cells per ml = the average count per square *dilution factor*10^4 (count 10 squares).

### Statistical method

Statistical significance of difference in spermatozoid counts between control and DEHP treated conditions is tested using independent and bilateral two-sample Student's t-test in each of the two strains. Additionally, a power t-test is performed in R. Standards pre-established parameters were 5% type I error and power of 80%. The number of mice effectively analyzed (n) after the data lock point was 8 individuals for each of the four arms of the study. The total spermatozoid counts across groups showed a standard deviation of 3. The delta value of 4.5 million spermatozoa per milliliter was estimated as the threshold to be reached.

### DNA extraction from sperm

For DNA extraction, the mouse vas deferens and epididymis is dissected out, put onto a Petri dish with a droplet of Phosphate-Buffered Saline (PBS), and scored with a razor blade into small pieces to allow sperm to diffuse into the medium. Spermatozoa are released by puncturing the epididymis with a needle. The sample is then transferred into an Eppendorf tube and the fragments were allowed to sediment during 30 min at 37°C. The supernatant is carefully transferred to another tube and this procedure is repeated 3 times. The final supernatant is carefully removed and centrifuged at 6’000 x g for 3 minutes to pellet the sperm. The purity of sperm cell preparations was checked by phase contrast microscopy and preparations containing somatic cells were discarded. The method used here is adapted from a previously publish process [32]. DNA extraction from sperm cells is performed with the QIAamp DNA Micro kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol.

### MBD-sequencing

10 sperm-extracted DNA samples of males born from DEHP-treated mothers as well as 10 control DNA samples were submitted separately for preparation and MBD-sequencing to the service provider NXT-DX (Gent, Belgium). Each batch includes samples from 5 C57BL/6J and 5 FVB/N mice so that every condition is done in quintuplicate. Samples preparation involve a fragmentation into DNA fragments of ~200bp with Covaris S2, and a capture of methylated fragments with MethylCap kit (Diagenode, Seraing, Belgium). The protein used for the capture consist of the methyl binding domain (MBD) of human MeCP2 which naturally binds methylated CpG *in vivo*, that was fused to Glutathione-S-transferase (GST) containing an N-terminal His6-tag (Diagenode, Cat. No. mbd-001-100).

Libraries are further prepared and amplified for multiplex sequencing following an adapted version of the ChIP-seq protocol. Sequencing is performed on Illumina Hi-Seq 2000 platform. On average, 15M 2x51 read-pairs were sequenced for DEHP libraries, and 12.5M 2x49 read-pairs were sequenced for control libraries. The raw data and the final database have been deposited in NCBI's Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE67159 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67159).

### Mapping MBD-Seq reads

Sequenced read-pairs are aligned onto the mouse genome (UCSC mm10) with Bowtie v0.12.7 [34], discarding ambiguous pairs aligning to multiple positions. The mapper generates alignment files in a standard BAM format that are further processed using scripts in the R programming language making use of Bioconductor packages v3.0 to count the number of read-pair aligning onto defined regions of the genome (R Core Team. 2013; Available from: http://www.R-project.org) [35]. Prior to quantification, a filtration of the aligned read-pairs is performed to remove non-concordant ones (i.e. if space between the two reads of the pair is more than 600bp), as well as those aligning to multiple positions on the genome, and those without CpG in their insert (SNPs dependent CpGs are also considered here).

### Probes designs

Two sets of probes were generated *in silico* for this work in order to capture methylation levels. First, so-called “genome-wide-probes” were generated by cutting the mouse genome into 2.2 kb continuous sequences to assess the global distribution of DMRs across the genome. Genome-wide-probes were further assign to the genomic features they overlaps and prioritizing promoter over exons over introns over enhancer over intergenic regions in case of multiple overlaps. Second, so-called “promoter-probes” were arbitrarily defined as the 2.2kb regions ranging from 2kb upstream to 200bp downstream of the start of each gene. All probes were then selected for the analysis if at least one CpG site or one SNP dependent CpG site was present in its sequence and if more than 3 MBD-Seq derived read-pairs were align in more than 2 samples. Enhancers DNA sequences were downloaded from the Vista Enhancer database (http://enhancer.lbl.gov/). We took into account only the 1154 “positive” enhancers that were validated in mouse *in vivo* in “at least three independent transgenic embryos”; 257 were originally identified in the mm9 mouse genome and 897 came from the hg19 human genome. These sequence-based enhancers were mapped onto the mm10 mouse genome with the software BWA, resulting in a total of 836 unambiguously mapped enhancers.

### DNA methylation levels and DMR detection

Methylation level is reflected by the number of read-pairs overlapping the probe after normalization using generalized linear statistical model implemented in EdgeR that has been specifically developed to identify significant statistical differences directly from reads counts [36]. Hyper- and hypo-methylation between Control and DEHP-exposed samples had to show a log2(Fold Change) higher than +1.0 (resp. lower than -1.0). P-value lower than 10^−2^ is required for a DMR identified within genome-wide-probes in which we do not identify specific targets, but rather global picture across genomic features, whereas correction for multiple testing is perform for promoter-probe analysis setting a p-value threshold at 2.2*10^−6^.

### Strain-specific DMR s detection method

For strain-specific DMRs, the EdgeR design considered tests a given region for the following expression to be significantly different of zero:

Z=(C57BL/6J.control−C57BL/6J.dehp)−(FVB/N.control−FVB/N.dehp)

In the formula, *C57BL/6J*.*control* stands for the methylation count of the 5 control samples from C57BL/6J strain, while *FVB/N*.*dehp* stands for the methylation count of the 5 DEHP-treated samples from FVB/N strain. The formula is clearly equal to zero when the difference of methylation between control and DEHP-treated samples is the same in the 2 strains. This test captures DMR showing opposite response to treatment between strains.

### Annotations of the dataset

Gene ontology (GO) terms: “reproduction (GO:0000003)”, “reproductive process (GO:0022414)”, or “sperm part (GO:0097223)” [37]; as well as imprinted genes according to Geneimprint catalog for mouse (http://www.geneimprint.com/) were recorded. Every DMR are further annotated with the variants known between C57BL/6J and FVB/N strains in the vicinity of the region. To establish the genetic background of our mouse strains, we refer to the *Mouse Genome Project* of the Wellcome Trust Sanger Institute [25, 38]. Release v3 of the project establishes a list of variants between 18 mouse strains, including FVB/N and C57BL/6J. From this source, we retrieve homozygous variants of FVB/N strain that differ from C57BL/6J strain with an evidence of at least 3 reads of coverage. This filtration results in 4’931’916 SNPs and 10’525 Indels that distinguish between FVB/N and C57BL/6J strains. Out of those variants, 18’840 modify the protein sequence of the gene they affect. Additionally, RNA expression obtained with sperm cells subpopulations from C57BL/6J males in previous and independent work performed by Chalmel F et al [39] were integrated into the dataset as well as genes whose proteins were identified as part of the sperm proteome of Swiss mice in the work of Baker et al.[40]. The final dataset is publicly available, see the “MBD-sequencing” section.

### Bisulfite pyrosequencing in Tmem125 (6 CpG sites) & Smim8 (1 CpG site)

F1 sperm derived DNA sample of the four conditions tested (C57BL/6J controls and DEHP 300, FVB/N controls and DEHP 300) were analyzed by bisulfite pyrosequencing using six independent samples per conditions except for C57BL/6J DEHP 300 where 2 triplicates were used instead of the six independent samples due to a lake of sufficient remaining samples. DNA was subjected to bisulfite treatment using EZ DNA Methylation-Lightning kit with respect to the manufacturer recommendations (Zymo Research, USA). PCR was performed using the Takara EpiTaq HS (Takara Bio Inc., R110Q). PCR products were immobilized onto streptavidin-coated sepharose beads (Fisher Scientific, ref 17-5113-01) reacting with primer incorporated biotin before being subject to single strands preparation using a Vacuum preparation tool (Biotage) as following the process previously described [41]. The resulting single stranded DNA molecules were then sequenced in a PyroMark Q24 instrument (Qiagen) using appropriate enzymes, substrates and nucleotides form the PyroMark Q24 kit (Qiagen, reference number 970922). Nucleotide dispensation was according to “Method 011” as recommended for the cartridge we receive (Qiagen, catalogue number 979202). Methylation levels at CpG sites were automatically determined by the instrument. Primers and assays related sequences are provided in supplementary (S1 Table).

### Selection of candidate genes for expression measurements

The mRNA expressions between controls and DEHP 300 conditions in both backgrounds (C57BL/6J and FVB/N) were measured by RT-qPCR for a subset of six selected genes; 1) *Star*, 2) *Piwil2*, 3) *Piwil4*, 4) *Rabl2*, 5) *Pacrg* and 6) *Ifg2r*. First, *Star* was selected because of its central role in steroid hormone synthesis and its reported expression modified after DEHP exposure in various organisms [42–50]. *Star* revealed opposite methylation and expression changes upon DEHP exposure in the organism *Oryzias melastigma* [51]. 2) *Piwil2* and 3) *Piwil4* genes were selected based on the report of “epigenetic disruption of the PIWI pathway in human spermatogenesis disorders” [52]. 4) *Rabl2* was selected because of its essential reported role in male fertility, more precisely in the formation of sperm tail [53]. 5) *Pacrg* gene was selected based on its reported deletion causing sterility and its high expression levels in testes in both mice and humans [54]. 

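The table that the authors deposited annotates each promoter with imprinting, with the number of functional variants between both strains, and with gene ontology terms. Of the 22480 promoters, 126 belonged to imprinted genes, and 14 of these carried at least 1 functional variant. Among the 14, 1 gene was also marked for reproduction and reproductive process, and this was Igf2r, which has 3 functional variants. Igf2r was marked for spermatogenesis as well, whereas 0 of the 14 genes were marked for sperm part. The Igf2r probe lies on chromosome 17 of mm10 from 12769507 to 12771706, overlaps exons of Igf2r and of Gm23833, and holds 78 CG sites in GRCm38.p6.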

6) *Igf2r* was selected because it was the only gene showing imprinting, functional variants and association with all the three Go terms related with the reproduction process in our *in silico* analysis.

### RNA extraction

The mice were placed after sacrifice on carbonic ice and the vas deferens and epididymis were dissected out, placed into a Petri dish, scored with a razor blade in a droplet of Trizol (TRIzol Reagent, Invitrogen, Carlsbad, CA, USA) into small pieces to allow sperm to diffuse in the reagent. The sperm was then transferred in Eppendorf tube with fresh Trizol Reagent and either placed at -20°C or used directly for RNA extraction using the Trizol method [55]. RNA quality was assessed by quantification with a NanoDrop spectrophotometer.

### RT-qPCR

Reverse transcription was performed with Omniscript RT kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol using 500 ng total RNA. The expression of genes were determined by quantitative real-time PCR using a LightCycler 480 Real-Time PCR System (Roche, Basel, Switzerland) and were normalized using the housekeeping gene *HSP90*. PCR thermal conditions were 10 min at 95°C; then 40 cycles of 10 sec at 95°C, 15 sec at 60°C (for *Star*, *Pacrg*, *Rabl2*) or 55°C (for *Igf2R*) and 10 sec at 72°C. For *Piwil2*: 10 min at 95°C; then 40 cycles of 30 sec at 95°C, 30 sec at 60°C and 30 sec at 72°C. For *Piwil4*: 5 min at 95°C; then 40 cycles of 30 sec at 95°C, 30 sec at 58°C and 30 sec at 72°C. PCR products were quantified using the LightCycler 480 SYBR Green I Master (Roche, Basel, Switzerland). Results are expressed in arbitrary units (A.U) relative to the control group mean value. Primers used to measure expression levels of *Piwil4* and *Igf2R* were designed using the Primer Express software (Applera Europe, Rotkreuz, Switzerland) and provided by Eurofins Genomic (Ebersberg, Germany). Primers for *Piwil2* were described by Lee et al. [56], those for *Star* by Hu et al. [57], those for *Pacrg* by Brody et al. [58] and finally, primers for *Rabl2* by Lo et al. [53]. The sequences of the primers are listed in supporting information (S1 Table).

## Results

### Strain-dependent impact of prenatal DEHP exposure on F1 spermatozoa production

The number of sperm cells expressed as millions spermatozoa per milliliters (mio/ml) decreased in a statistically significant manner upon DEHP exposure at 300 mg/kg/day in C57BL/6J strain as compared with controls (Mean CTL = 21.3, mean DEHP 300 = 12.1, t = 5.043, df = 8.384, p-value = 8.7*10^−4^), and the difference between the means was two-fold higher than the delta threshold of 4.4 determined by the power T-test (Fig 1). No effect of DEHP could be detected on the number of sperm cells in the FVB/N strain at 300 mg/kg/day (mean CTL = 17.96, mean DEHP 300 = 17.80, t = 0.13, df = 11, p-value = 0.9).

**Fig 1:**
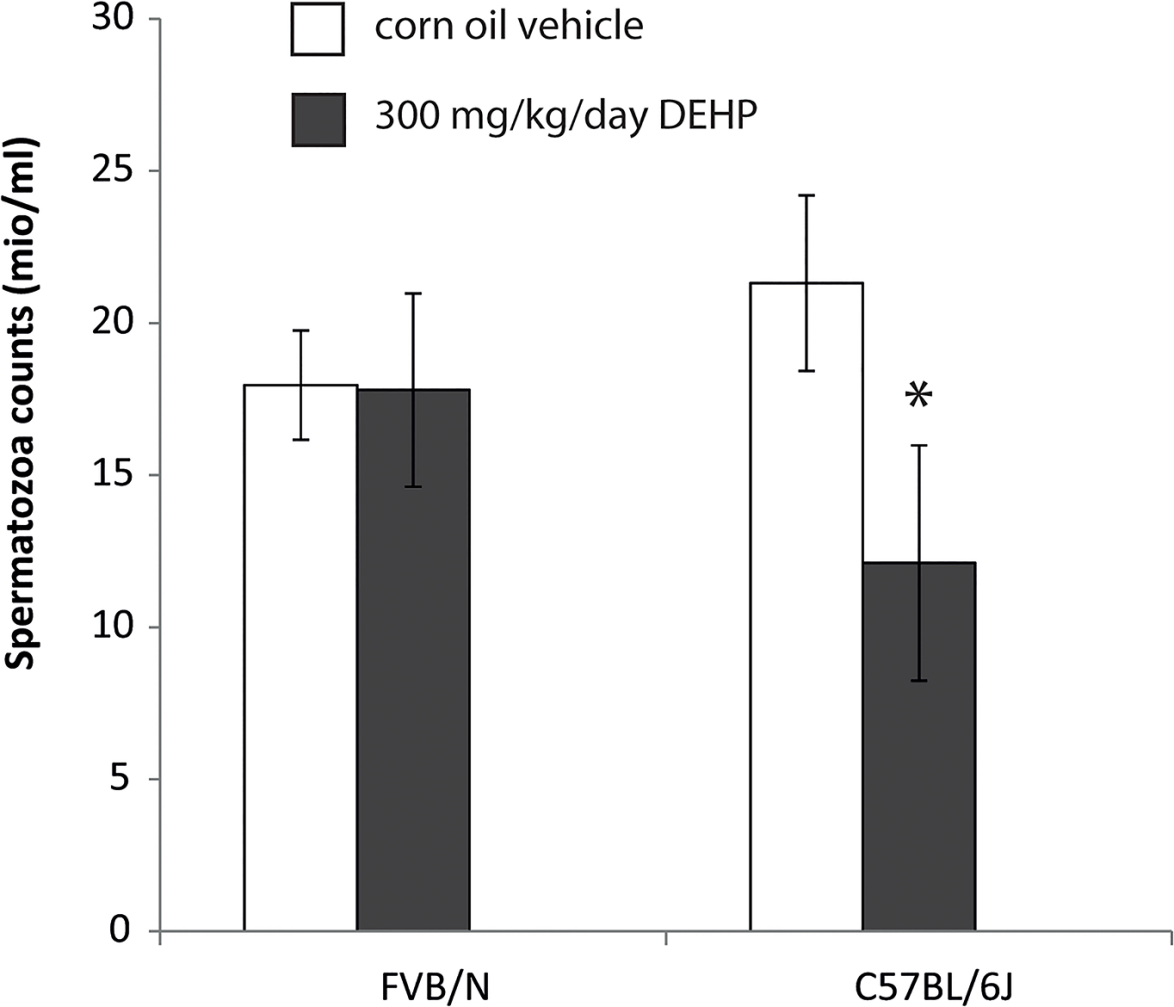
Production of spermatozoa in 8 weeks-old F1 males prenatally exposed to DEHP. Histogram plot showing on the y-axis the spermatozoa count expressed as millions spermatozoa per milliliters (mio/ml) recorded from sperm of F1 males mice, and on the x-axis, the two genetic backgrounds studied with either prenatal exposure to 300 mg/kg/day DEHP diluted in corn oil (gray bars), or corn oil vehicle only (white bars). Prenatal exposure consists of oral administration during pregnancy days 9 to 19 to the pregnant mice childbearing the future F1 males. Errors bars represent standards deviation. *Statistical significant T-test performed between counts recorded in C57BL/6J controls compared with C57BL/6J DEHP treated (Mean C57BL/6J CTL = 21.3, mean C57BL/6J DEHP 300 = 12.1, t = 5, df = 8, p-value = 8.7*10^−4^).

### Genomic methylation in F1 males’ sperm DNA

Whole genome analysis of DNA sperm methylation using MBD-Seq indicated that prenatal exposure to DEHP has a higher impact on the fraction of hyper-methylated DMRs in the C57BL/6J strain compared to the FVB/N strain (16% compared with 10%) and less impact on the fraction of hypo-methylated DMRs (3% compared with 5%, respectively) (Fig 2). More specifically, following DEHP-exposure 16% of probes were hyper-methylated and 3% were hypo-methylated in the C57BL/6J strain as compared to 9.7% and 5% respectively in the FVB/N strain. DEHP effects were not randomly distributed in the genome with a secondary finding of approximately three times more exons-assigned probes within hypo-methylated DMRs (34% in FVB/N and 39% in C57Bl/6J compared with 13% at the origin) combined with approximately two times less promoter-assigned probes within hyper-methylated DMRs in both backgrounds (2% in both backgrounds compared with 4% at the origin).

**Fig 2:**
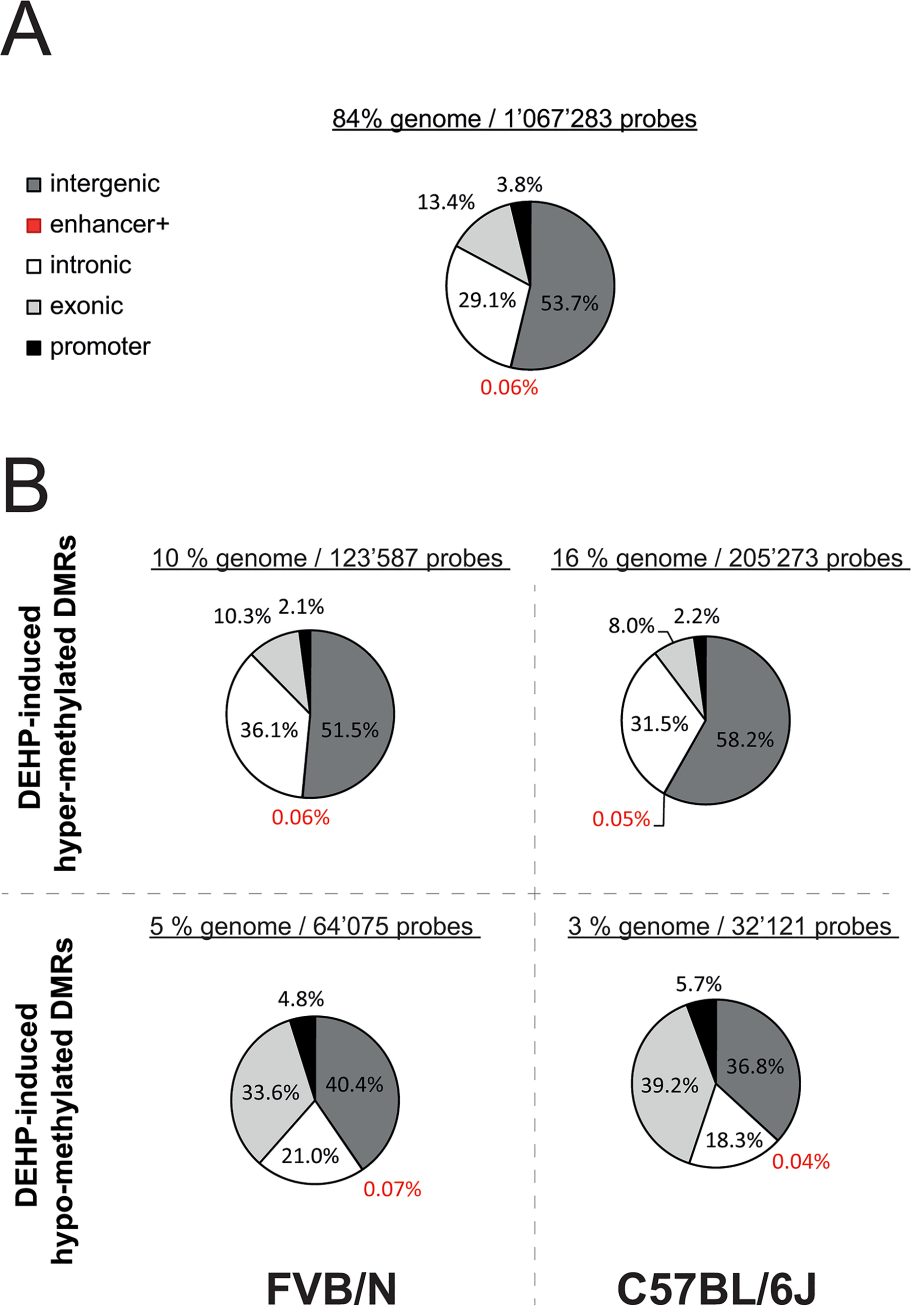
Genomic distribution of sperm-derived DMRs induced by prenatal exposure to DEHP in susceptible and resistant F1 mice. **(A)** Pie chart showing the distribution in % of 2.2 kb sized generated probes among five determined genomic features, exons (light gray), promoters (black), intergenic regions (dark gray), enhancer (red) and introns (white). A total of 1’067’283 starting probes covering 84% of the genome showed an original genomic assignment-based repartition as following; 54% (573'396) intergenic regions, 29% (310’194) introns, 13% (142’843) exons, 0.06% enhancers (684) and 4% (40’166) promoters. **(B)** Pie charts reflecting the relative distribution expressed in percentages of 2.2 kb sized probes among five determined genomic features that showed statistically significant (p-value below 0.01) either two-fold or more hyper-methylation (the two pie charts located above the horizontal dashed line), or two-fold or more hypo-methylation (the two pie charts located under the horizontal dashed line) when comparing DEHP treated mice to controls. Both backgrounds are analyzed separately, FVB/N on the left of the vertical dashed line, C57BL/6J on the right of the vertical dashed line. The number of probes and the coverage in % of the genome is shown for each of the four tested conditions separated by both dashed lines. The repartitions of probes that did not show DMRs in both strains are not shown; were 55% intergenic, 29% intronic, 12% exonic, 4% promoter and 0.06% enhancer in FVB/N and respectively 53%, 29%, 14%, 4% and 0.06% in C57BL/6J strains. These repartition of probes not affected by DMRs respected the original repartition of probes (A).

### Prenatal DEHP exposure increases promoter methylation of vomeronasal and olfactory receptors genes and decreases promoter methylation of microRNAs

The number of promoters significantly methylated in DEHP-exposed mice shown as blue points was higher in the C57BL/6J strain (n = 231) compared to FVB/N (n = 60), whereas more de-methylated promoters appearing as red dots were presents in FVB/N (n = 418) compared to C57BL/6J strain (n = 242), (Fig 3A). 

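Sperm DNA of 20 F1 males was analyzed by MBD-sequencing, with 5 males in each of 4 groups, C57BL/6J control, C57BL/6J DEHP, FVB/N control and FVB/N DEHP. Mothers of the DEHP groups received 300 mg/kg/day from gestation day 9 to 19, and sperm was collected at 8 weeks. In this assay, DNA fragments with methylated CpG are captured by a methyl binding domain, so the number of reads over a region depends on its methylation and on its number of CpG sites. The authors aligned read-pairs onto mm10 with Bowtie, discarded pairs with several positions or without CpG in their insert, counted the pairs overlapping each promoter probe and normalized them with EdgeR. The values used here are those the authors deposited for 22480 promoters, namely the mean and SD of normalized reads in each group with 1 decimal, the log2 fold change and the p-value. The log2 fold change is control over DEHP, so a negative value stands for a promoter hyper-methylated in DEHP. Values of single libraries were not used here and the depth of each library is unknown. The paper gives an average per treatment only, with reads of 51 bases for DEHP and 49 bases for controls. Every probe was 2200 bp long. Probes held between 1 and 303 CG sites with a median of 45, and 93.2% of them had the same number of CG sites in GRCm38.p6. The authors' means summed to 226268 normalized reads in C57BL/6J controls, 153283 in C57BL/6J DEHP, 141091.6 in FVB/N controls and 150346 in FVB/N DEHP. At means of 5 to 10 normalized reads the SD was 0.425, 0.38, 0.627 and 0.35 of the mean in these groups, as a median over promoters. No test was run on the group means and SDs, so each p-value of a single promoter is the authors'. Computed from them were the log2 ratio of means, with a pseudocount of 1 normalized read, and whether the groups were separated. With 5 libraries, none can lie further than 1.79 SD from its mean, and groups whose ranges so defined stay apart have every library of one above every library of the other. Ranges that overlap leave open whether the libraries do, so the counts of separated promoters are lower limits. Chance alone separates 5 libraries from 5 in 0.794% of promoters, both directions together, while this stricter bound was met by 0.0539% of simulated promoters without a change. The deposited means and fold changes were not scaled alike. Over promoters with both means above 3 normalized reads, the fold change less the log2 ratio of means without a pseudocount had a median of -0.58 in C57BL/6J (SD over 13569 promoters 0.0456) and 0.17 in FVB/N (SD over 10710 promoters 0.0708). DEHP and control libraries were submitted as 2 separate batches, each with both strains, so treatment and batch cannot be told apart.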

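With a p-value under 2.22e-06 and an absolute log2 fold change above 1, the authors' deposited table called 229 promoters hyper-methylated and 221 hypo-methylated in DEHP in C57BL/6J. In FVB/N, the authors' deposited table called 60 promoters hyper-methylated and 404 hypo-methylated. Among the hyper-methylated promoters of C57BL/6J, 33 (14.4%) had every DEHP library above every control library, compared with 28 (46.7%) in FVB/N. Among the hypo-methylated promoters, 87 (39.4%) in C57BL/6J and 160 (39.6%) in FVB/N had every DEHP library below every control library. None of the called promoters was shown to be separated in the opposite direction in either strain. Over all promoters, whether called or not, 0.249% were separated with DEHP above and 1.42% with DEHP below in C57BL/6J, against 0.774% and 0.859% in FVB/N. These separations rest on the deposited means, whose scale differs from that of the fold changes. Of the promoters called in the authors' deposited table, 18 were hyper-methylated and 132 hypo-methylated in both strains, and 0 went in opposite directions. The alternative that moved these counts most was a Benjamini-Hochberg adjusted p-value under 0.05 in place of the threshold of Fig 3A. With it, the authors' deposited table gave 3478 hyper-methylated and 475 hypo-methylated promoters in C57BL/6J, and 1837 and 936 in FVB/N. The paper states from the counts of Fig 3A that methylation gains were more frequent in C57BL/6J and losses more frequent in FVB/N.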

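The probe of Sfi1, which codes for a centrosome component, lies on chromosome 11 of mm10 from 3193264 to 3195463 and overlaps exons of Sfi1 and of Gm12735. It held 53 CG sites, and 44.2% of its bases are repeat-masked in GRCm38.p6. The authors' mean was 1972 normalized reads in C57BL/6J controls (authors' SD 702.5) and 171.9 in C57BL/6J DEHP (authors' SD 43.5), a log2 ratio of 3.51. In FVB/N the authors' mean fell from 1344 (authors' SD 210.7) in controls to 97.4 (authors' SD 17.8) in DEHP, a log2 ratio of 3.77. Every control library lay above every DEHP library in both strains, and the promoter had the highest mean of the 22480 promoters in each of the 4 groups. The authors' deposited table gives Sfi1 a log2 fold change of 2.9 with p = 1.82e-34 in C57BL/6J and of 4.1 with p = 1.71e-60 in FVB/N.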

The most significant DMR recorded was *Sfi1* promoter hyper-methylated in controls in both backgrounds (Fig 3A, highest red points in both volcano plots). Three main groups of genes were identified by high occurrences of gene names beginning with “*vmn*”, “*olfr*” and “*mir*” in DEHP-induced significant DMRs. The two first consist of genes encoding vomeronasal (Vmn) and olfactory (Olfr) receptors. Massive and global trends to be hyper-methylated in DEHP conditions were observed for 55% ((129+1)/238) of all the *vmn* promoters in FVB/N and respectively for 74% ((161+14) /238) in C57BL/6J, with similar trends for 54% ((576+7)/1074 of all *olfr* genes in FVB/N and for 69% ((698+38) /1074) in C57BL/6J, whereas bucking events comparatively remains rare (n = 10, 1, 19 and 3) (Fig 3BC). 

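Of the 238 promoters with Vmn in their symbol, 171 (71.8%, 95% Wilson interval 65.8 to 77.2%) had a log2 fold change below -1 in C57BL/6J in the authors' deposited table, and 122 (51.3%, 44.9 to 57.5%) in FVB/N. Of the 1074 Olfr promoters, 721 (67.1%, 64.3 to 69.9%) in C57BL/6J and 554 (51.6%, 48.6 to 54.6%) in FVB/N were below -1 in the authors' deposited table. The intervals cover counting error only, and promoters within a class are not independent. Changes above 1 in the authors' deposited table were seen in 1 and 8 Vmn promoters and in 2 and 18 Olfr promoters, for C57BL/6J and FVB/N respectively. The shares depended on how the change was computed. With the log2 ratio of means, 33.2% and 35.7% of Vmn promoters and 22.8% and 37.0% of Olfr promoters were below -1, and the order of the strains was reversed for both classes. This reversal rests on means that differ in scale between groups. Control over DEHP, the log2 ratio of the summed means was 0.56 in C57BL/6J and -0.09 in FVB/N. Scaling the means to equal sums gave 51.7% and 37.4% for Vmn and 47.9% and 36.7% for Olfr, and equal medians gave 29.0% and 17.2%, and 17.2% and 16.0%, with C57BL/6J above FVB/N in each, whereas removal of the trend on CG sites gave 13.8% and 16.7% for Olfr. Counted from the median of the promoters outside the 3 classes, the share past 1 on the ratio of means was larger in C57BL/6J by 24.8 points for Vmn and 14.0 points for Olfr. Over all promoters the median log2 ratio of means was 0.10 in C57BL/6J and -0.35 in FVB/N. The median was negative for both classes in both strains with the log2 ratio of means, at -0.74 and -0.79 for Vmn and -0.62 and -0.82 for Olfr, and stayed negative after the means were scaled to equal sums or equal medians. Promoters outside the 3 classes had a median log2 fold change of -0.4 in C57BL/6J and -0.3 in FVB/N in the authors' deposited table. Among them, the 965 promoters with at most 10 CG sites had medians of -1.3 and -0.9, with 64.2% and 42.2% below -1 in the authors' deposited table. With over 10 CG sites these shares were 20.5% and 16.3% of 19207 promoters.

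**Figure D1:**
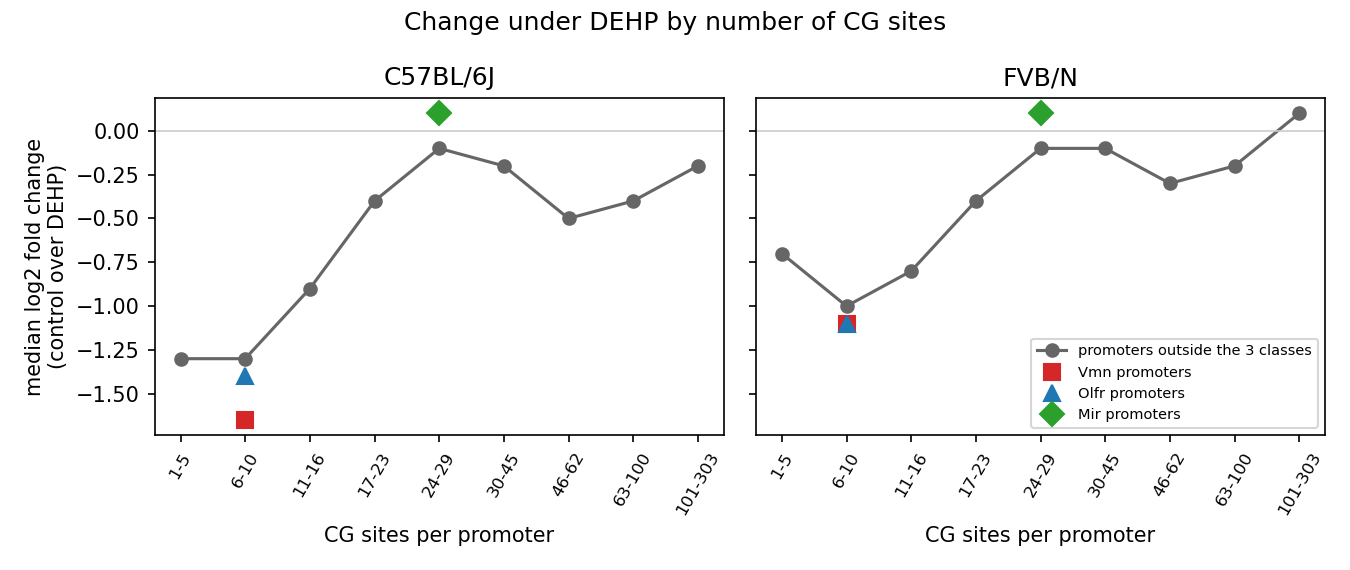
Median log2 fold change (control over DEHP, from the authors' deposited table) against the number of CG sites per promoter, C57BL/6J left and FVB/N right. Gray circles are the promoters outside the 3 classes in bins of CG sites. The colored symbols are the medians of the Vmn, Olfr and Mir promoters, drawn at the bin of their median number of CG sites, where Vmn stand at -1.65 and -1.1 and Olfr at -1.4 and -1.1 for C57BL/6J and FVB/N. The Mir median lies above 0 in both strains. With the log2 ratio of means it is below 0 in FVB/N and still above the median of the promoters outside the classes.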

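Past both thresholds of Fig 3, the authors' deposited table held 14 Vmn and 37 Olfr promoters hyper-methylated in DEHP in C57BL/6J, compared with 1 and 7 in FVB/N. Counts of promoters with separated libraries, computed from the means and SDs, had the same order of the strains for Vmn and the reverse order for Olfr promoters. All 5 DEHP libraries lay above all 5 control libraries at 7 Vmn and 17 Olfr promoters in C57BL/6J, and at 4 Vmn and 31 Olfr promoters in FVB/N. These counts rest on the deposited means, whose sum was higher in controls than in DEHP in C57BL/6J and lower in FVB/N. Such a scale makes this separation harder to reach in C57BL/6J, so the reverse order for Olfr may come from it. Reads were few at these promoters, since the authors' mean in controls had a median of 1.3 normalized reads over Vmn and 1.7 over Olfr promoters in C57BL/6J. In FVB/N controls the medians were 0.95 and 1.1. With Benjamini-Hochberg adjustment, the authors' deposited table gave 119 Vmn and 492 Olfr promoters in C57BL/6J, and 46 and 239 in FVB/N.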

Higher numbers of those significant targets are observed in C57BL/6J strain compared to FVB/N, respectively 14 and 38 compared with 1 and 7 (Fig 3BC). DEHP conditions had more pronounced statistically significant and opposite impacts on micro-RNAs’ promoters, this class represents almost a third of all the significant hypo-methylated genes in both strains (Fig 3AD) with a higher number of significant hypo-methylated promoter in FVB/N compared to C57BL/6J, 121 versus 67 (Fig 3D).

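Among the 996 promoters with Mir in their symbol, the authors' deposited table called 61 hypo-methylated in DEHP in C57BL/6J and 112 in FVB/N. They made up 27.6% and 27.7% of the hypo-methylated promoters of each strain in the authors' deposited table. Calls in the other direction numbered 13 and 8 in the authors' deposited table. All 5 DEHP libraries lay below all 5 control libraries at 44 Mir promoters in C57BL/6J and at 62 in FVB/N, and above them at 4 and 7. A log2 fold change above 1 was given by the authors' deposited table to 94 Mir promoters (9.44%) in C57BL/6J and to 160 (16.1%) in FVB/N, and one below -1 to 164 (16.5%) and 141 (14.2%). With the log2 ratio of means the shares above 1 became 31.1% and 9.24% and those below -1 became 4.62% and 11.5%, which reversed the order of the strains for both, whereas equal sums gave 9.74% and 11.7% above 1. The reversal again rests on means that differ in scale between groups. The median over all Mir promoters was 0.1 in both strains in the authors' deposited table, and those of the promoters outside the 3 classes were -0.4 in C57BL/6J and -0.3 in FVB/N. On the log2 ratio of means the Mir median was 0.57 in C57BL/6J and -0.05 in FVB/N, against 0.13 and -0.33 outside the classes, so it lay above the other promoters on both kinds of fold change. The Mir median in FVB/N was 0.02 with the means scaled to equal sums and 0.55 with equal medians.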

**Fig 3:**
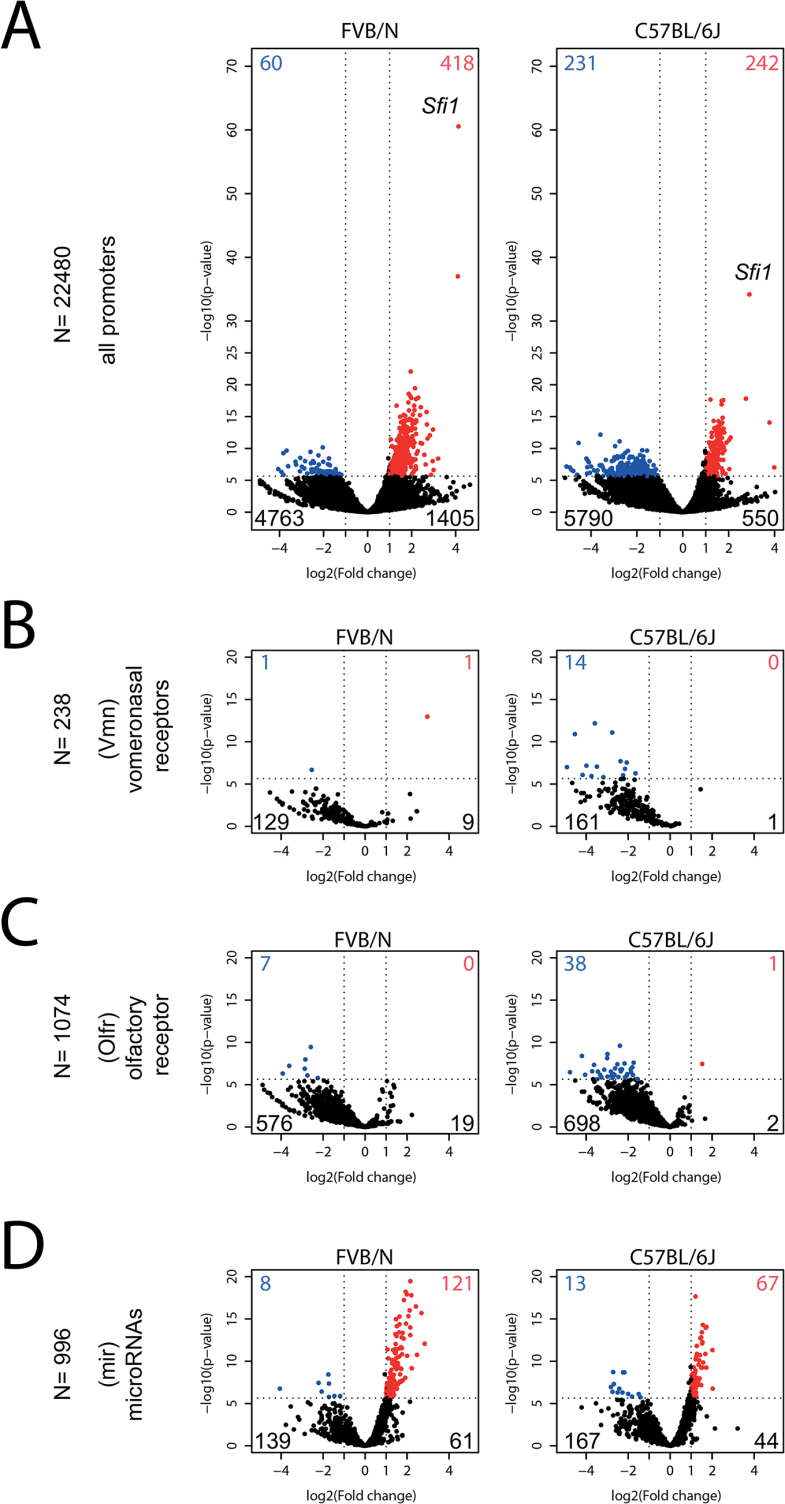
DEHP-induced DMRs in sperm promoters. Volcano plots illustrating promoter methylations in function of the prenatal exposure to DEHP in sperm in both backgrounds. The data were obtained from 5 control mice compared with 5 DEHP treated mice for each background, FVB/N shown left and C57BL/6J shown right. X axis represent the log_2_ fold change between controls and DEHP. Y axis represents the minus log_10_ of the p-value. Horizontal dashed lines represent the genome-wide statistical significance level settled at 2.2*10^−6^ (0.05 alpha divided by 22’480 tested probes). Vertical lines represent biological significance thresholds for DMRs settled above 1 and under -1 on the x-axes, corresponding respectively to two-fold methylation increase in controls compared with DEHP-treated and two-fold methylation decrease in controls compared with DEHP-treated. Blue points represent promoter showing statistically and biologically significant increased methylations in DEHP, whereas red points represent promoter showing statistically and biologically significant increased methylation in controls. The total of blue and red points are indicates on each graph using blue and red numbers. The number of promoter showing a statistically not significant more than two-fold increase methylation level in DEHP condition is indicates in black on the bottom left of each graph, whereas the number of promoter showing a statistically not significant more of than two-fold decreased methylation in DEHP compared to control is indicates in black on the bottom right of each graph. (**A)** Volcano plots of methylation results based on normalized reads numbers that were recorded in 2.2kb sized probes covering 22’480 different promoters, each assigned to a different murine gene. The most significant point corresponds to the promoter of *Sfi1* and is indicated. (**B)** Volcano plots of methylation results based on normalized reads numbers that were recorded in 2.2kb sized probes covering a total of 238 vomeronasal receptors whose gene symbols contains “Vmn”. (**C)** Volcano plots of methylation results based on normalized reads numbers that were recorded in 2.2kb sized probes covering a total of 1074 olfactory receptors whose gene symbols contains “Olfr”. (**D)** Volcano plots of methylation results based on normalized reads numbers that were recorded in 2.2kb sized probes covering a total of 996 micro-RNAs whose gene symbols contains “Mir”.

### Strain-specific DEHP-induced DMRs

Strain-specific DEHP-induced DMRs correspond to promoter in which hypo or hyper-methylation in DEHP condition compared to control is observed in one of the two tested strains, whereas opposite or no impact is observed for the same promoter when tested in the other strain. These strain-specific DMRs were analyzed by testing the following formula to be statistically different from zero: *Z* = (*C*57*BL*/6*J*.*controls* − *C*57*BL*/6*J*.*dehp*) − (*FVB*/*N*.*controls* − *FVB*/*N*.*dehp*). 

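The interaction of strain and treatment was taken from the p-value and FDR that the authors deposited for each promoter. Of the 22480 promoters, 4 had an interaction p under 2.22e-06 in the authors' deposited table. A p under 0.05 was found for 2003 promoters, where chance gives 1124. The 4 promoters were those of Tmem125, Piwil2, Fkbp1a and Smim8, with p = 3.52e-08, 6.73e-07, 1.34e-06 and 1.87e-06 and an FDR of 0.000831, 0.00795, 0.0105 and 0.0111 in the authors' deposited table. On the log2 ratio of means, the change in C57BL/6J less that in FVB/N was 3.44 for Tmem125 and -1.70 for Piwil2. Over promoters with both means above 3 normalized reads, the scaling of the fold changes differed between the strains by -0.75. Fkbp1a and Smim8 were listed at 0 in at least 1 group, and no fold is given for that group. Separation of the libraries in opposite directions in the 2 strains was shown for none of the 4 promoters, nor for any other promoter. An FDR under 0.05 as deposited, in place of the threshold on p, gave 14 promoters in the authors' deposited table, and a mean over the 4 groups of at least 1 normalized read left 2 of the 4.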

Results visualized in a Manhattan plot showed four targets differently affected in term of methylation by DEHP in function of the tested strain and with p-values below the genome wide significance threshold of p < 2*10^−6^: 1) *Tmem125* [log2(FC) in C57BL/6J = 3.8, log2(FC) in FVB/N = 0.2, FDR = 0.0008, p = 3.54*10^−8^], 2) *Piwil2* [log2(FC) in C57BL/6J = -1.3, log2(FC) in FVB/N = 1.5, FDR = 0.0075, p = 6.72*10^−7^], 3) *Fkbp1a* [log2(FC) in C57BL/6J = -4.2, log2(FC) in FVB/N = 2.7, FDR = 0.0101, p = 1.35*10^−6^] and 4) *Smim8* [log2(FC) in C57BL/6J = -4.1, log2(FC) in FVB/N = 3.6, FDR = 0.0113, p = 2.00*10^−6^] (Fig 4). Therefore, *Tmem125* promoter was hypo-methylated in DEHP compared with control conditions in C57BL/6J strain, whereas no notable methylation changes could be detected when testing the other FVB/N strain. 

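The Tmem125 probe lies on chromosome 4 of mm10 from 118543527 to 118545726, over the start of this protein-coding gene on the minus strand. It overlaps an exon of Tmem125 and no exon of another gene in the GENCODE annotation. Every 51-base sequence sampled from the probe is unique in GRCm38.p6, and 14.9% of its bases are repeat-masked. Its log2 ratio of means was 3.45 in C57BL/6J and 0.02 in FVB/N. The difference of the means in C57BL/6J was 2.20 times the larger SD of both groups, compared with 0.027 times in FVB/N. All 5 control libraries of C57BL/6J lay above the 5 DEHP libraries, while separation was not shown in FVB/N. The authors' deposited table gives log2 fold changes of 3.8 in C57BL/6J and 0.2 in FVB/N, with p = 0.609 for FVB/N.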

*Piwil2*, *Fkbp1a* and *Smim8* promoters were hyper-methylated in DEHP compared with control conditions in C57BL/6J strain, and hypo-methylated in DEHP compared with control conditions in the other tested strain FVB/N. These four targets were indeed DEHP-dependent; they did not differ significantly when compared between strains in controls (S1 Fig).

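The Piwil2 probe lies on chromosome 14 of mm10 from 70428895 to 70431094, the Fkbp1a probe on chromosome 2 from 151540499 to 151542698 and the Smim8 probe on chromosome 4 from 34778160 to 34780359. Each overlaps an exon of its protein-coding gene. At Piwil2 the authors' mean rose from 4 normalized reads (authors' SD 2) to 6.6 (authors' SD 2.7) in C57BL/6J, a log2 ratio of -0.60, and fell from 8 (authors' SD 2.9) to 3.2 (authors' SD 1.5) in FVB/N, a log2 ratio of 1.10. Separation of the groups was shown in neither strain, and the authors' deposited table gives log2 fold changes of -1.3 with p = 0.00111 and 1.5 with p = 0.00017. Fkbp1a was listed at 0 in C57BL/6J controls and had an authors' mean of 2 (authors' SD 0.9) in C57BL/6J DEHP, with every DEHP library above every control library. In FVB/N the authors' mean of Fkbp1a was 1.6 (authors' SD 1.4) in controls and 0.2 (authors' SD 0.4) in DEHP, without a separation that the SDs could show. The authors' deposited table gives p = 2.98e-05 and p = 0.00702 for Fkbp1a in C57BL/6J and FVB/N. Between strains, the log2 ratio of means in controls, C57BL/6J over FVB/N, was 1.27 for Tmem125 and -0.85 for Piwil2, while Fkbp1a and Smim8 were listed at 0 in C57BL/6J. For the 4 promoters, separation of the strains was shown neither in controls nor in DEHP. Of all promoters, 239 had every C57BL/6J control library above every FVB/N one and 6 the reverse, counts that became 69 and 25 with the means scaled to equal sums and 65 and 29 with equal medians. Because the 4 promoters were not significantly different between strains in controls (S1 Fig), the paper concludes that their change depends on DEHP.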

**Fig 4:**
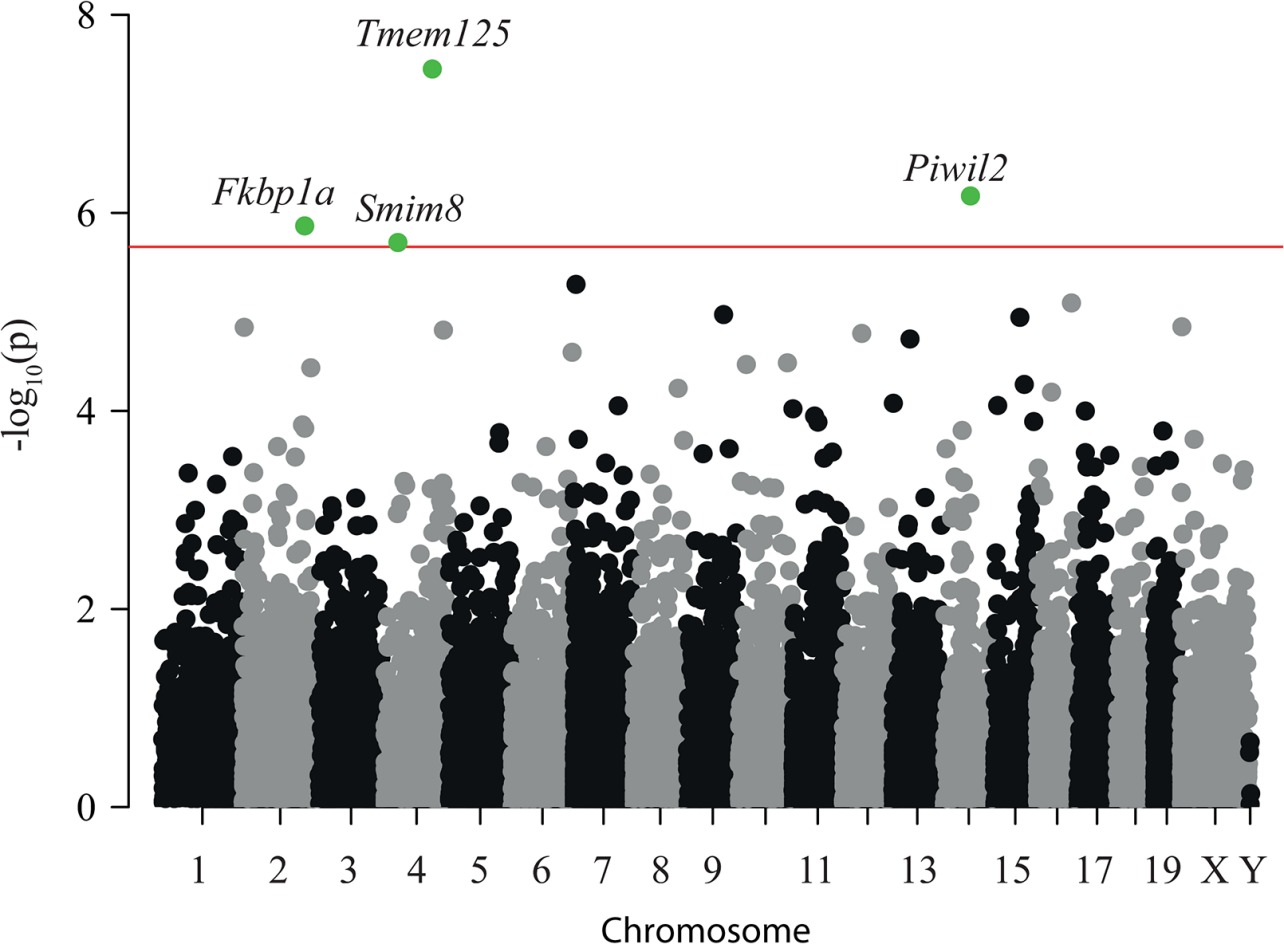
Strain-specific DEHP-induced DMRs. The Manhattan plot shows the statistical significance in minus log10 on the y axis, and the location of the probes in the genome with alternate gray and black colors in respect to the chromosomes locations on the x-axis. Horizontal red line correspond to the threshold for statistical significance settled as p = 0.05 corrected with the number of tested probes (yielding p<2.2*10^−6^). The name of the gene is given and the point appears green in case of genome-wide statistical significance. 5 individuals were tested in the four groups (FVB and C57BL/6J background with both control and DEHP300 treatment).

### Confirmatory bisulfite pyrosequencing experiment in Tmem125 & Smim8

Result of the confirmatory pyrosequencing experiments that were performed for the two unknown targets *Tmem125* and *Smim8* in order to validate the opposite promoter methylation impacts between strains upon DEHP exposure is summarized on (Fig 5). Pyrosequencing derived methylation percentages obtained for CpG_1_ in *Tmem125* promoter were statistically significantly higher (p = 8*10^−3^) in C57BL/6J controls (69±4%) compared to FVB/N controls (58±7%), (Fig 5C), which is consistent with MBDseq results in C57BL/6J controls (19.8±3.9) compared to FVB/N controls (7.6±2.5), although that time not statistically significant (p = 0.11), (Fig 5B). 

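The authors' mean at the Tmem125 promoter was 19.8 normalized reads (authors' SD 8.6) in C57BL/6J controls and 0.9 (authors' SD 1.2) in C57BL/6J DEHP. For FVB/N it was 7.6 (authors' SD 2.5) in controls and 7.5 (authors' SD 3.7) in DEHP. From these SDs, the C57BL/6J control libraries lie between 4.28 and 35.3 normalized reads and the C57BL/6J DEHP libraries between 0 and 3.19. The FVB/N control libraries lie between 2.99 and 12.2 normalized reads, a range that overlaps that of the C57BL/6J controls. The authors' deposited table gives p = 8.59e-15 for the change in C57BL/6J.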

Inversely, a statistically highly significant DEHP-induced decreased reads numbers (p = 9*10^−15^) was observed in *Tmem125* promoter region in MBDseq experiment in C57BL/6J controls (19.8±3.9) compared with DEHP300 (0.9±3.9%), (Fig 5B), consistent with a DEHP-induced decreased methylation levels recorded in pyrosequencing experiment in CpG_1_ although not statistically significant (p = 0.7) in C57BL/6J controls (69±4%) compared to DEHP300 (65±10%), (Fig 5C). Note that in the *Tmem125* assay probing 6 sites, we do not consider CpG_2–6_, because they go away form the MBDseq pic detected (Fig 5A) and because pyrosequencing is prone to inaccuracy in distant site. 

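Reads were few at the Smim8 promoter in controls of both strains. It was listed at 0 (authors' SD 0) in C57BL/6J controls, 1 of 111 promoters listed at 0 in this group, and had an authors' mean of 1.1 normalized reads (authors' SD 0.8) in FVB/N controls. The deposited values place the FVB/N control libraries between 0 and 2.67 normalized reads and the C57BL/6J control libraries between 0 and 0.139, which leaves open whether the groups overlap.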

In *Smim8*, a statistically significantly lower methylation level was recorded by pyrosequencing experiment in CpG_1_ (p = 3*10^−2^) in C57BL/6J controls (73±8%) when compared with FVB/N controls (83±5%), Fig 5F, which is consistent with an also statistically significant lower average of reads (p = 2*10^−3^) that was observed in C57BL/6J controls (0±0) when compared with FVB/N controls (1.18±0.8), Fig 5E. Inversely, both statistically significant and opposite impacts between strains of the DEHP treatments on methylation levels observed in MBDseq experiments (Fig 5E) are concordant with same trends although not statistically significant observed in pyrosequencing experiments (Fig 5F). Indeed, MBDseq resulted in an increased reads averages recorded in DEHP 300 (1.8±1) compared with those recorded in controls (0±0) in C57BL/6J background (p = 6.4*10^−5^), and a decrease reads in DEHP 300 (0±0) compared with controls (1.1±0.8) in the other FVB/N background (p = 3*10^−3^), (Fig 5E), consistent with pyrosequencing derived increased methylation levels recorded in DEHP300 condition (78±9%) compared with controls (73±8%) in C57BL/6J background and a decrease methylation level in DEHP 300 (77±7%) compared with controls (83±5%) in FVB/N background, (Fig 5F).

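In DEHP, the authors' mean at the Smim8 promoter was 1.8 normalized reads (authors' SD 1) in C57BL/6J, with libraries between 0 and 3.73, and the promoter was listed at 0 (authors' SD 0) in FVB/N. No fold is given, since 1 group of each comparison was listed at 0. In both strains the ranges in which the DEHP and control libraries can lie overlapped. The authors' deposited table gives p = 6.41e-05 in C57BL/6J and p = 0.00314 in FVB/N. A mean of 1.8 is below the median of 5.3 normalized reads over all promoters in C57BL/6J DEHP, and 1048 promoters (4.66%) had a mean under 1 in this group.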

**Fig 5:**
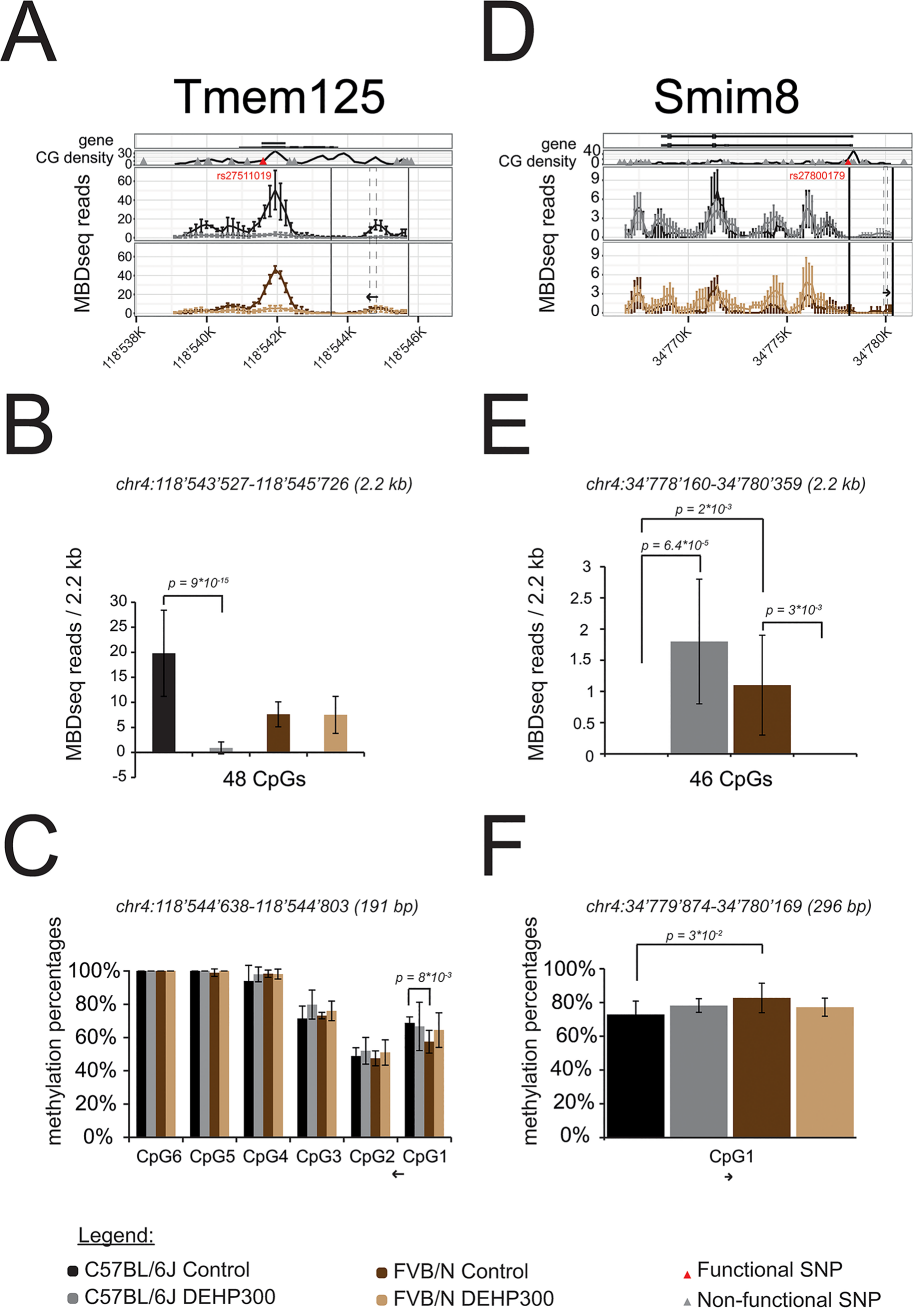
Confirmatory bisulfite pyrosequencing experiment in Tmem125 & Smim8. **(A, B, C)** Images related with *Tmem125*. (**D, E, F)** Images related with *Smim8*. (**A, D)** Full scan derived from MBDseq data reflecting methylation levels in the entire genes and with the promoter regions as defined in the manuscript for the four tested conditions. The densities of CpG throughout the entire gene are shown as well as SNP between strains. The legend is located at the bottom of Fig 5 and the colors encoding the four conditions are respected all over the Fig 5. (**B, E)** Promoter methylation according to MBDseq experiments probing 2.2 kb promoters delimited and localized with vertical lines on the full scan in (**A**) and (**D**). (**C, F)** Promoter methylation according to pyrosequencing experiments probing the regions defined by dashed line on the full scan shown in (**A**) and (**D**) with an arrow indicating the sense of the pyrosequencing experiment. P-values resulting from T-Tests performed between conditions smaller than 0.05 and coordinates of the probed regions according to the mm10 mouse genome are shown (**B**, **E**, **C**, **F**).

### Methylation of promoters correlated with low expression levels

Expression and methylation in the six pre-selected targets mentioned in the method section are presented on (Fig 6). 

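The promoter methylation of preselected genes was taken from the same MBD-sequencing libraries. At Star the authors' mean changed from 13.5 normalized reads (authors' SD 2.7) to 7.9 (authors' SD 2.1) in C57BL/6J and from 3.6 (authors' SD 2.2) to 9 (authors' SD 5) in FVB/N, log2 ratios of 0.70 and -1.12. The log2 ratio of means at Piwil4 was -0.32 in C57BL/6J and -0.17 in FVB/N, and at Igf2r it was -0.29 and 0.16. At Rabl2 the log2 ratio of means was 0.58 and 0.18, from authors' means of at most 1.7 normalized reads in every group. For Star, Piwil2, Piwil4, Rabl2 and Igf2r, separation of the groups was shown in neither strain. The authors' deposited table gives Igf2r a log2 fold change of -1 with p = 0.0162 in C57BL/6J and of 0.3 with p = 0.362 in FVB/N. For Piwil4 the authors' deposited table gives log2 fold changes of -1 with p = 0.015 and 0 with p = 0.99, and for Rabl2 of 0.3 with p = 0.672 and 0.5 with p = 0.543. The mRNA levels were not analysed here.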

Results showed inverted slopes between MBDseq and mRNA data suggesting a negative impact of promoter methylation on gene expression.

**Fig 6:**
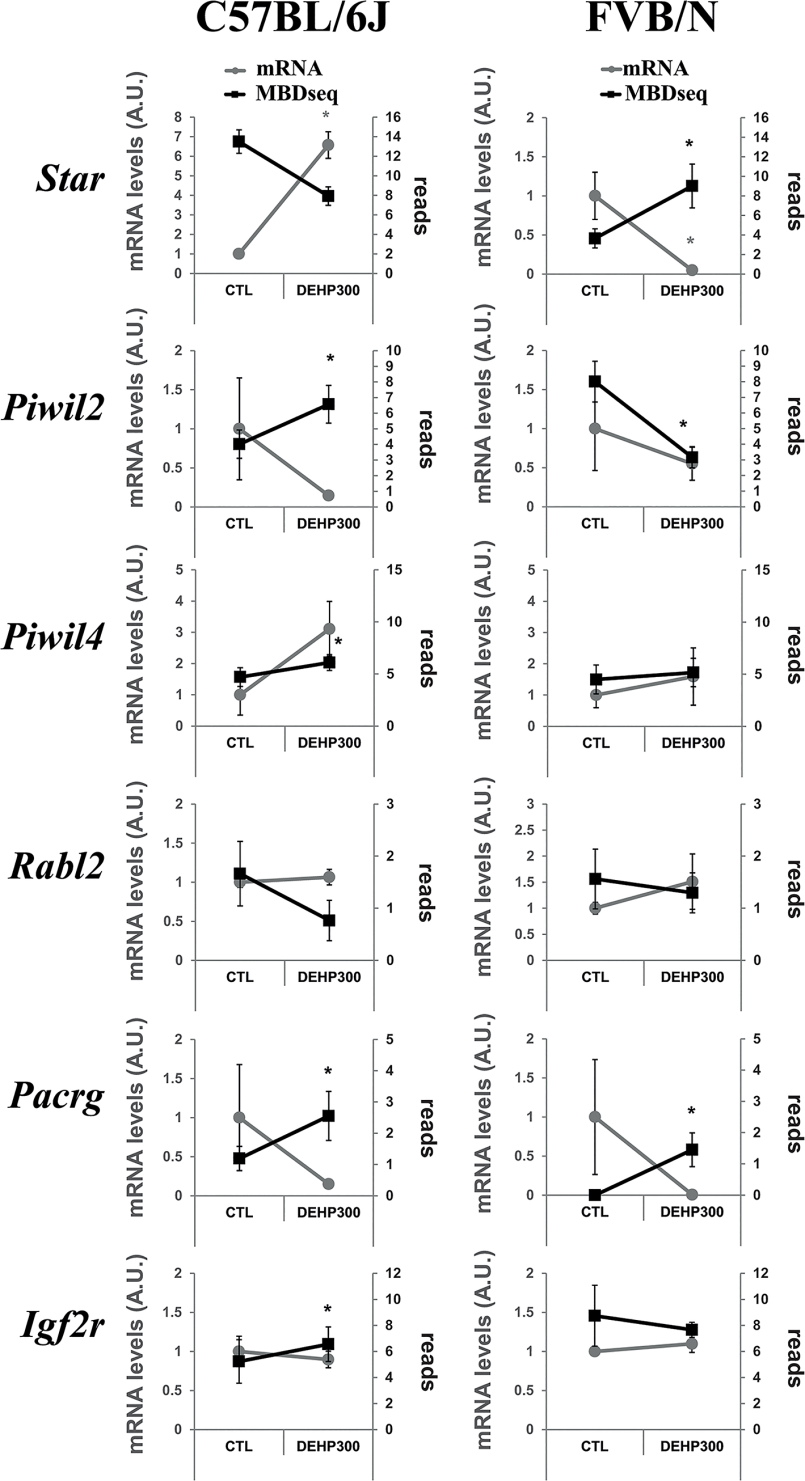
Impact of promoter methylation on gene expressions in pre-selected candidates. Graphical representation of the obtained MBDseq and RT-qPCR results on a subset of pre-selected genes and in respect with the mouse strain background, C57BL/6J on the left part of the figure and FVB on the right side of the figure. The x-axis showed results obtained between the control condition (CTL) always on the left and the DEHP 300 condition (DEHP) always on the right of each graphic as mentioned. Levels of mRNA appear as gray dots and are expressed as arbitrary units on the left-side Y-axis labelled in gray and named mRNA levels (A.U.). A.U.: Arbitrary units relative to the control condition. The MBD-seq promoter methylation levels appear as black squares and are expressed in average of reads for each condition labelled on the right-side Y-axis in each graphic. Errors bars represent standard error of measurements for mRNA levels and standards deviation for MBD-seq derived reads averages. Inverted slopes between MBDseq and mRNA data are interpreted as results consistent with a negative impact of promoter methylation on gene expression. Stars in gray represent significant differences in term of mRNA levels obtained between controls and DEHP 300 conditions according to two-tails T-test resulting in p-value lower than 0.05. Stars in black represent statistically significant differences in term of average reads numbers obtained between controls and DEHP 300 conditions according to two-tails T-test resulting in p-value lower than 0.05.

## Discussion

In this study, we prenatally exposed two different strains of mice to 300 mg/kg/day DEHP at days 9 to 19 of pregnancy, and recorded a statistically significant F1 sperm count decrease phenotype in the C57BL/6J, consistent with previous reports in rodents [6, 7, 9], whereas studies performed in men showed correlation between phthalate exposures and semen quality [11, 12]. By contrast, the production of spermatozoa in FVB/N strain was not affected at that dose, which is in the range of doses for which a reproductive phenotype was observed previously in KM mice 500 mg/kg/day [19, 29] and Sprague-Dawley rats 300mg DEHP/kg/day [28]. It is noteworthy that a two-time higher dose of DEHP resulted in decreased spermatogenesis also in the resistant strain FVB/N, data not shown. The dose of 300 mg/kg/day presently used through oral administration is in this study is several orders of magnitude more elevated than the Environmental Protection Agency (EPA) reference dose of 0.02 mg/kg/day (http://www.epa.gov/ttnatw01/hlthef/eth-phth.html). Doses used for prenatal or lactational exposition in recent animal studies range from 20μg/kg/day to 750mg/kg/day [28, 59–65]. In contrast to direct toxic action, it should be noted that we here investigated a potentially transgenerational effect. DEHP orally administered to dams should cross various biological barriers before reaching fetuses gonads (including digestive tract of the dams, blood maternal circulation, placental barrier, blood embryonic circulation, embryo hematotesticular barrier) leading us to use a high dose (more typical to a toxicological risk assessment study) for this first ‘‘proof of concept” study. Further studies involving weaker doses more relevant of the environmental exposure are needed in the future.

In order to explain the impact of DEHP on spermatogenesis, we hypothesized that DEHP could enter the fetal mouse body during testis development and have a long term effect on the expression of genes involved in spermatogenesis by affecting DNA methylation in immature sperm cells. This hypothesis was supported by a number of studies reporting epigenetic changes induced by endocrine disruptors some reporting trans-generational impacts [14–16, 66, 67].

A first screening of DEHP-induced sperm DRMs within genomic features, presented on Fig 2, was performed to understand how DMRs distribute in the mouse genome. The first main result is that C57BL/6J strain is more affected by both DEHP-induced hypo- and hyper-methylations as compared to FVB/N strain, what seems consistent with the susceptible phenotype in terms of the decreased sperm count we observed in C57BL/6J only (Fig 1). Moreover, the fact that the genomic distribution of hypo-methylated probes, Fig 2B-down, differs from the original distribution of the probes as shown in Fig 2A, suggests that DEHP effects are not randomly distributed in the genome.

We further analyzed methylations in promoters, because of their implications in gene silencing, despite the fact that the global picture suggests that methylations in other genomic features such as exons could also be of interest. That approach reveals a major finding; three functional classes of genes show robust changes in their promoter methylation as shown in Fig 3. The main statistically significant group of de-methylated genes promoters in DEHP treated mice is that of micro-RNAs (Fig 3D), with a more enriched fraction in the resistant FVB/N strain. It was previously shown that microRNA expressed in sperm cells can be delivered into the oocytes during fertilization, but the function of sperm microRNAs remains poorly understood [68]. 

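The probes of microRNAs often lie side by side. The 112 Mir promoters called hypo-methylated in FVB/N in the authors' deposited table fell into 102 separate regions, and the 61 of C57BL/6J into 61. Per promoter, 6.12% of Mir promoters in C57BL/6J and 11.2% in FVB/N were called hypo-methylated in the authors' deposited table. In 10000 random sets of promoters outside the 3 classes with as many CG sites, these shares were 0.666% and 1.32%. In sets matched on CG sites and on the mean level over the 4 groups, they were 6.50% and 9.74%. The level of Mir promoters was higher than that of the sets matched on CG sites alone, with a median of 13.3 against 5.7 normalized reads.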

In more detailed, our observation in mice showed that prenatal exposure to DEHP resulted in decrease spermatogenesis (Fig 1), associated with large pool of micro-RNAs promoters with decreased methylation (Fig 3D).

Interestingly, two clusters of microRNAs called mir-17-92 and mir-106b-25 were reported to promote survival and proliferation of spermatogonia in mice [69]. The first cluster “mir-17-92” is composed with 5 microRNAs; mir17, mir18, mir19a, mir20a and mirhg, all located closed one to each other’s on the chromosome 14. The second cluster “mir-106b-25” is composed with 3 microRNAs; mir25, mir93 and mir106b, all closely located on chromosome 5. In our data, genome-wide significant higher methylation are observed in the resistant FVB/N strain controls when compared to DEHP-treated for all the 8 microRNAs belonging to both mir-17-92 and mir-106b-25 clusters; p-values ranging from 1.8*10^−8^ to 1.1*10^−15^, and log2(FC) ranging from 1.5 to 2.8, whereas only mir17 was significant in the sensible strain C57BL/6J (log2(FC) = 2, p-value = 1.8*10^−7^). 

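The 5 probes of the mir-17-92 cluster span 2834 bp on chromosome 14 of mm10, from 115041671 to 115044504, and 1566 bp, or 71.2% of a probe, are common to them all. The 3 probes of mir-106b-25 span 2614 bp on chromosome 5, from 138165205 to 138167818, and share 1786 bp (81.2%). The probes of each cluster therefore count many of the same read-pairs and are not independent. In FVB/N the authors' means over the mir-17-92 probes were 23.6 to 31.7 normalized reads in controls and 4.1 to 12 in DEHP, with log2 ratios of 1.33 to 2.27. Over the mir-106b-25 probes they were 55.5 to 64.2 in controls and 23.4 to 25.1 in DEHP, with log2 ratios of 1.21 to 1.34. At all 8 probes every FVB/N control library lay above every DEHP library. The log2 fold changes in the authors' deposited table were 1.7 to 2.8 for mir-17-92 and 1.5 to 1.6 for mir-106b-25 in FVB/N, and 1.1 to 2 and 0.6 to 0.9 in C57BL/6J. The p-values in FVB/N in the authors' deposited table were 1.02e-12 to 2.38e-08 for mir-17-92 and 5.3e-15 to 1.08e-13 for mir-106b-25. In C57BL/6J the log2 ratios of means were 1.56 to 2.32 and 1.18 to 1.43 for mir-17-92 and mir-106b-25, and separation of the libraries was not shown. For C57BL/6J the authors' deposited table gives p-values of 1.93e-07 to 0.000189 for mir-17-92, with Mir17 lowest, and of 2.53e-05 to 0.00147 for mir-106b-25. The lowest interaction p of the 8 probes in the authors' deposited table was 0.00271, above the threshold of Fig 4.

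**Figure D2:**
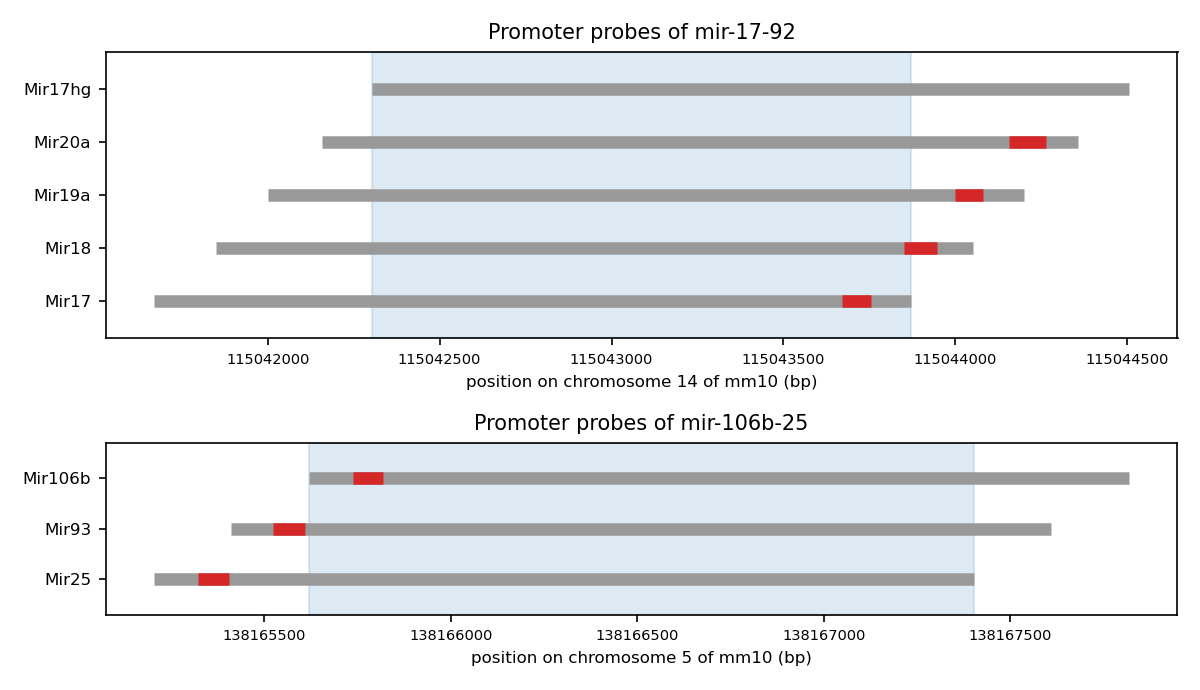
Promoter probes of mir-17-92 on chromosome 14 and of mir-106b-25 on chromosome 5, drawn to scale on mm10 with the position in bp on the x-axis. Gray bars are the 2200 bp probes, red segments the annotated microRNA genes, and the shaded band the 1566 bp and 1786 bp shared by all probes of a cluster.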

The causative relationship between the observed DMRs in microRNAs and spermatogenesis defects is not known, but “increasing evidence supports the essential role of small RNA-mediated RNA regulation in normal spermatogenesis and male fertility” [70], whereas *de novo* RNA-directed DNA methylation (RdDM) pathway described in plant and involved in transposon silencing of plant sperm cells was previously reported [71].

Additionally, two main identified groups of genes coding vomeronasal and olfactory receptors, that were originally discovered in the nose, showed hyper-methylation in sperm of DEHP treated mice, with a higher number of statistically significant targets recorded in the susceptible C57BL/6J strain (Fig 3BC). 

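Vmn and Olfr promoters have few CG sites, so both classes were compared with 10000 random sets of promoters outside the 3 classes, matched on the number of CG sites. In C57BL/6J the median log2 fold change of the sets was -1.2 for both classes, above the median of either class (n = 238 Vmn and n = 1074 Olfr promoters, two-sided p = 0.0002 for each, the smallest the sets can give). For FVB/N the median of the sets was -0.8, again above that of either class (n = 238, p = 0.0004 for Vmn and n = 1074, p = 0.0002 for Olfr). These p-values compare sets of promoters in the authors' fold changes and hold no test between animals. With sets matched on CG sites and GC content, chosen after the data were seen, the median of the sets was -1.3 in C57BL/6J and -1 in FVB/N for both classes. The Vmn median then differed from the sets at p = 0.0002 in C57BL/6J and p = 0.265 in FVB/N (n = 238), and the Olfr median at p = 0.134 and p = 0.123 (n = 1074). The median moves in steps of 0.1 because the table gives 1 decimal, and the mean of the n = 1074 Olfr promoters differed from these sets at p = 0.0172 in C57BL/6J and p = 0.0058 in FVB/N.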

Even if this could be quite surprising, scientific literature revealed that olfactory receptors are expressed in sperm cells most probably for chemotaxis purposes [72, 73]. 

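There are 2504 promoters whose number of CG sites differs from that of Sfi1 by at most 5. Their authors' means had a median of 5 normalized reads in C57BL/6J controls and a highest value of 138.5, which Sfi1 exceeded 14.2 times. In FVB/N controls the highest of them was 99.9, exceeded 13.5 times. In DEHP the Sfi1 promoter still exceeded the highest of them 4.98 times in C57BL/6J and 2.22 times in FVB/N. The direction of the change at Sfi1 was a loss of reads in DEHP in both strains. Of the 51-base sequences sampled from its probe, 93.5% are unique in GRCm38.p6.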

The DEHP induced hyper-methylation of *Sfi1* is remarkable because the effect is maximal as compared to other gene promoters in both genetic backgrounds. Sfi1 is a component of centrosomes, conserved from yeast to human [74], and was essential for controlling the process of one centrosome duplication per cell during mitosis in fission yeast [75]. The function of *Sfi1* in sperm remains unknown.

We decided not to discuss in details other significant DMRs that do not belong to the three mentioned classes of genes as well as the extensive analysis we performed on significant DMRs taking in account SNPs between strains, for simplification purposes.

The second approach target DEHP induced DMR that differ between strains. Results showed four genome-wide statistically significant DMRs with opposite DEHP-induced methylation changes observed between the two tested strains: first, *Tmem125* promoter, hypo-methylated in DEHP compared with control conditions in strain C57BL/6J, was statistically significant at the genome level (p = 3.54*10^−8^) in term of a different impact when performing the same comparison in the other tested strain FVB/N, in which no methylation changes occurred between control and DEHP conditions. Second, three other promoters were statistically significant at the genome level, with hyper-methylation in DEHP compared with control conditions in C57BL/6J strain and opposite hypo-methylation for the same comparison performed in the other tested strain FVB/N: *Piwil2* (p = 6.72*10^−7^), *Fkbp1a* (p = 1.35*10^−6^) and *Smim8* (p = 2.00*10^−6^). 

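The deposited table carries, for 17133 promoters, expression values of 6 cell and tissue preparations from the cited dataset, whose scale is not stated. Tmem125 stood between percentile 13.3 (total testis) and 17.1 (spermatocytes) of these promoters. Fkbp1a stood between percentile 90.4 (spermatids) and 96.8 (Sertoli cells), and Smim8 between 80.7 (spermatogonia) and 97.2 (spermatocytes). Piwil2 reached percentile 95.6 in spermatocytes, 91.9 in spermatogonia and 82.0 in spermatids, but 37.0 in Sertoli cells. The percentiles rank genes within each preparation, and the error of these values is unknown.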

All those targets are highly expressed and in all tested sperm cell sub-populations according to the public dataset of Chalmel *et al*. [39], with the exception of a low level of expression for *Tmem125*. *Tmem125* and *Smim8* code for membrane proteins of unknown functions. Not a single report could be detected in the Pubmed database with “Tmem125” or “Smim8” keywords. The “P- element Induced WImpy testis-like” *Piwil2 gene*, was previously shown as hyper-methylated in the testicular samples of human infertile males [52], whereas mouse model deleted for *piwil2* (Mili) were sterile [76], suggesting that both the methylation status and the presence of the gene seems important for fertility. The *Piwil1*, *Piwil2* and *Piwil4 genes* are specifically expressed in germline cells [76, 77]. “Two distinct waves of piRNA production” involving the activities of MILI (*Piwil2*) and MIWI2 (*Piwil4*) have been previously reported “during the early stages of mammalian male gametogenesis” [78]. These genes are involved in a complex pathway to repress the expression of transposable elements in the gonads influencing the epigenetic state of transposons [79, 80].

*Fkbp1a* gene product FKBP12 was previously shown to be released in the male reproductive tract and to stimulate sperm motility [81]. More generally, FKBP12 belongs to the FKBP family of proteins in which different members were shown to be essential for fertility. FKBP52 compromises sperm fertilizing capacity [82], FKBP6 is essential for male fertility [83] and was identified as a susceptibility locus for impaired acrosome reaction in stallions and FKBP36 plays a crucial role in male meiosis [84]. Thus, *Piwil2* and *Fkbp1a* might putatively play a role in the strain-specific sensitivity of C57BL/6J spermatogenesis to DEHP exposure.

Among the four targets showing differential DEHP impacts between strains, functional variants were identified in *Tmem125* (rs27511019) and *Smim8* (rs27800179) as well as variation in their promoters. In the *Tmem125* promoter containing 48 CpG sites, the 3 SNPs did not affect CpGs (rs32827594, rs32428625, rs32430621). 

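The table that the authors deposited lists 48 CG sites for the Tmem125 probe, and the same number was counted in the GRCm38.p6 sequence of the probe. It lists 3 variants between the strains in the probe and 1 functional variant in the gene. By its number of CG sites the probe stands at percentile 53.5 of all promoters, and its GC content is 53.5%.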

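The Smim8 probe holds 46 CG sites in the deposited table and in GRCm38.p6, which is a C57BL/6J sequence, and its GC content is 43.4%. The table lists 8 variants between the strains in the probe and 1 functional variant in the gene. At least 1 variant in the promoter was listed for 46.1% of all promoters.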

In the *Smim8* promoter of containing 46 CpG sites, two CpG sites depend of two SNPs (rs265964855, rs31794755), CpG sites being present in C57BL/6J strain and absent in the FVB strain, whereas one SNP (rs27800177) resulted in a CpG site in FVB/N strain only, the 5 others did not affect CpGs (rs33891805, rs48836414, rs242357999, rs32407938, rs32188526). 

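For Piwil2 and for Fkbp1a the deposited table lists 0 functional variants and 0 variants in the probe. The Piwil2 probe holds 40 CG sites in the table and in GRCm38.p6, and 52.4% of its bases are repeat-masked. The Fkbp1a probe holds 68 CG sites in the table and 67 in GRCm38.p6.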

Neither functional variants nor variations in the promoter could be identified within *Piwil2* and *Fkbp1a*. Opposite impacts between strains of the DEHP treatments on *Tmem125* and *Smim8* promoters methylation levels were observed in MBDseq experiments (Fig 4) and partially confirmed by targeted pyrosequencing (Fig 5).

The fact that one strain resists and the other is susceptible, *i*.*e*. sperm count in Fig 1, allowed distinguishing DMR related with the phenotype, “putative functional”, from those that, *a priori*, should not impact the production of spermatozoa. Note that the link between DMRs and phenotype is not achieved here. The most promising putative functional DMRs according to the analysis and interpretation of the data remains those appearing significant in the Manhattan plot in Fig 4. At the opposite DEHP-induced DMR that behaves in a similar manner between both strains should not be directly related with the observed sperm count decreased phenotype. The strain-specific impacts of DEHP on DNA methylation might be due to an alteration of enzymes involved in DNA *de novo* methylation, methylation maintenance and de-methylation. The results of this study suggest that DEHP prenatal exposure affects methylation of the promoters of genes functionally involved in DNA methylation. MBD-Seq results (S1 Dataset) show a DEHP associated decrease of *Tet1* promoter methylation, statistically significant only in the FVB strain (23.6 versus 6.6 mean normalized reads, log2(FC) = 2.2, p = 6.2*10^−8^). They also show a decrease of *DnmT1* promoter methylation statistically significant only in the C57BL/6J strain without correcting for multiple testing (32.9 versus 13.9 mean normalized reads, p = 0.009). These observations are compatible with a previous work performed in mice prenatally exposed to a higher dose of DEHP (500 mg/kg/day) in which significant increases of DNA methyltransferase expressions were reported [19]. Additionally, 2 splice variants (rs47298447 and rs29741090) were reported between both tested strains in *Dnmt1*. It is the first time, in our knowledge, that strain-specific and strain consistent impact of DEHP on sperm methylome has been investigated, allowing an overview of alterations detectable in the sperm methylome after DEHP prenatal exposure. 

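The Tet1 probe lies on chromosome 10 of mm10 from 62879815 to 62882014, overlaps an exon of Tet1 at an annotated transcript start that is not the first of the gene, and holds 29 CG sites. In FVB/N the authors' mean was 23.6 normalized reads (authors' SD 9) in controls and 6.6 (authors' SD 2.6) in DEHP, a log2 ratio of 1.69. In C57BL/6J it was 19.8 (authors' SD 8.1) in controls and 8.1 (authors' SD 2.4) in DEHP, a log2 ratio of 1.19. The ranges that the SDs allow for the libraries overlapped in both strains. The authors' deposited table gives a log2 fold change of 2.2 with p = 6.44e-08 in FVB/N and of 0.7 with p = 0.0919 in C57BL/6J. For the difference between the strains itself, the authors' deposited table gives an interaction p of 0.00787 with an FDR of 0.37.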

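The Dnmt1 probe lies on chromosome 9 of mm10 from 20959689 to 20961888, over the start of the gene, and holds 34 CG sites. The authors' mean in C57BL/6J was 32.9 normalized reads (authors' SD 13.4) in controls and 13.9 (authors' SD 2.9) in DEHP, a log2 ratio of 1.19, while the authors' deposited table gives a log2 fold change of 0.6 with p = 0.00832. The FVB/N mean of the authors was 26 (authors' SD 7.3) in controls and 22.7 (authors' SD 6.1) in DEHP, a log2 ratio of 0.19, with a log2 fold change of 0.4 and p = 0.0651 in the authors' deposited table. Neither strain showed a separation of the groups, and the interaction p of Dnmt1 in the authors' deposited table was 0.536.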

We show that DEHP acts deleteriously at a large scale but not at random. Targets can be identified some with functional variants between both strains that might be involved in the process of DEHP-induced alterations in C57BL/6J mice spermatogenesis. DEHP-induced promoter methylations increased was associated with lower expressions in the selected targets, Fig 6, among which only *Star* was significant for both methylation and expression differences. These results suggest that methylation of promoters induced by DEHP exposure can be functional, such as for *Star*. 

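At the Star promoter, on chromosome 8 of mm10 from 25806513 to 25808712 with 14 CG sites, the difference of the authors' means was 2.07 times the larger SD in C57BL/6J and 1.08 times in FVB/N. The authors' deposited table gives p = 0.528 with a log2 fold change of 0.2 in C57BL/6J, and p = 0.00415 with a log2 fold change of -1.1 in FVB/N. Its interaction p in the authors' deposited table was 0.00757, with an FDR of 0.369.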

At the genome-wide scale, genes expression data from sperm cells subpopulations extracted from C57BL/6J males in previous and independent work performed by Chalmel F *et al* [39] was negatively correlated with promoter methylation deriving from our study. 

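The authors' mean level in C57BL/6J controls was ranked against the expression values of 17133 promoters. Spearman's rho across promoters was -0.12 in spermatogonia (95% interval -0.136 to -0.105), -0.103 in Sertoli cells, -0.0415 in seminiferous tubules, -0.0375 in spermatocytes and -0.0332 in total testis. In spermatids rho was 0.00926 (95% interval -0.00661 to 0.0251). Promoters are not independent replicates, and the intervals treat them as if they were. Per CG site, the level gave a rho from -0.318 in spermatogonia to -0.107 in spermatids, which reversed the sign in spermatids. Expression itself rose with the number of CG sites, with a rho of 0.439 in spermatogonia and 0.225 in spermatids. With promoters of a mean under 1 normalized read left out, rho in spermatids was -0.00893.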

The analysis of the converged dataset revealed decreased promoters methylation in mature spermatozoa of genes highly expressed in immature sperm cells, suggesting a time delay between methylation and expression, whereas the proportion of targets whose protein products were identified as part of the proteome in Baker *et al*., 2008 decreased in function of promoter methylations (S4 Fig).

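Promoters in the lowest decile of expression in spermatogonia had a median level of 4.9 normalized reads, against 4.1 in the highest decile. In Sertoli cells these medians were 4.7 and 4.3. The order was the opposite in spermatids, at 4.2 in the lowest and 5.5 in the highest decile. It was also the opposite in seminiferous tubules (4.5 and 5.5), spermatocytes (4.3 and 4.8) and total testis (4.5 and 5.6), although rho was negative in these. Of all promoters ranked by level in C57BL/6J controls, 75 of 2248 (3.34%, 95% Wilson interval 2.67 to 4.16%) in the lowest decile belonged to the sperm proteome, and 71 (3.16%, 2.51 to 3.97%) in the highest. The share was highest in decile 3, at 4.27%, and the intervals of the lowest and highest decile overlap. By level per CG site, the share was 4.31% (3.55 to 5.24%) in the lowest and 2.98% (2.35 to 3.77%) in the highest decile.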

Limitations in the study were the absence of evaluation of sperm morphology and motility, of information related with hydroxy-methylation in sperm DNA, of the impacts of the DMRs on gene expressions and of analysis of micro-RNAs targets. In the sample process, we avoid batch effect impacting strains comparisons, but potential batch effect could impacts comparison performed between controls and DEHP conditions. Difficulties encountered in that study were low amount of material extractable from sperm samples and complex data analysis process.

## Supporting Information

S1 ARRIVE Checklist “The ARRIVE Guidelines Checklist” for reporting animal data completed for this study. (PDF) Click here for additional data file.

S1 Dataset Publically available database containing MBDseq results accessible online with the GEO Series accession number GSE67159 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67159 with an associated file GSE67159_S1_dataset_description. (DOCX) Click here for additional data file.

S1 Fig MBD-seq sperm-derived analysis of promoter methylation differences between C57BL/6J and FVB/N mouse strains. **Left**, scatter plot presenting analysis of MBDseq derived reads mapping promoters and comparing both strains under control conditions. Each point corresponds to one of the 22’480 probed promoters tested sized of 2.2 kb. Significant strain-specific DMRs shown as either blue or black points were identified with both p-values lower than 2.2*10^−6^ and more than two-fold difference between strains in both directions. None of the four targets identified in Fig 4 (*Tmem125*, *Piwil2*, *Fkbp1a* and *Smim8*) differs significantly in methylation between strains, (red labelled points). DMRs analysis was performed following Edge-R. Results: 28 promoters were significantly more methylated in FVB/N (blue points). 78 promoters were significantly more methylated in C57BL/6J (black points). 69 promotes had highly similar levels of methylation in both strains (yellow points), as shown by p-values, deriving from the strain-specific DMRs detection method, higher than 0.995. Those points should correspond to some of the lowest points that were presented on the y axis in the Fig 4. They were additionally selected by presenting more than 1 reads in means for both strains. **Right**, scatter plot presenting analysis of MBDseq derived reads mapping promoters and comparing both strains under DEHP conditions. By comparing with the controls on the left, it can be seen that the 78 promoters that were significantly more methylated in C57BL/6J as compared with FVB/N controls (black points), still present more reads in C57BL/6J as compared with FVB/N under DEHP condition. Out of the 28 promoters that were significantly more methylated in FVB/N as compared to C57BL/6J controls (blue points), 22 are more methylated, whereas 6 became less methylated in a non-significant manner in strain FVB/N. The 69 yellow points remain in the center of the new cloud, without any notable change of behavior between both comparisons. In the four targets identified (*Tmem125*, *Piwil2*, *Fkbp1a* and *Smim8*), the differences in methylation between strains are significantly different when the test is performed between controls as compared to the same test performed between DEHP conditions. Gene symbols of the 78 targets shown as black points and that were significantly more methylated in C57BL/6J controls compared with FVB/N controls: *Sparc*, *Ankrd66*, *Aldh3a1*, *Zp1*, *D730045A05Rik*, *Rbbp8*, *Ano2*, *A430105I19Rik*, *Mir1936*, *Ugt1a1*, *Kcnj9*, *Pwwp2b*, *Olfr462*, *4921517D22Rik*, *Ddost*, *Tspo2*, *Calr4*, *Hdac9*, *Eps8l1*, *4921524J17Rik*, *1700055C04Rik*, *Ltk*, *Klf2*, *Fgf1*, *Gm5523*, *Prss27*, *B430010I23Rik*, *Gdf15*, *Siva1*, *1700054M17Rik*, *Mroh2a*, *Epb4*.*1l1*, *Cela3a*, *Enpp4*, *Trpm8*, *Cilp*, *Traf6*, *Dpys*, *Kcnk15*, *Fam166b*, *Emp1*, *Kdf1*, *Olfr1033*, *Rgs9*, *Scd3*, *Plekhb1*, *G530011O06Rik*, *Qpct*, *Cmbl*, *Gm20110*, *Dhx34*, *H2-K2*, *Smco3*, *Insl3*, *Gm136*, *Ulbp1*, *Hddc2*, *Zfp637*, *AY761185*, *Gm15698*, *AA388235*, *Sirpb1a*, *C330011F03Rik*, *Apol10a*, *Trim34b*, *Mir6388*, *Mrgprb8*, *Gm9833*, *Pafah2*, *Vmn2r44*, *Cd200r2*, *Afg3l1*, *Tmem181b-ps*, *Ap1m1*, *Gm15284*, *Stk38l*, *Actr2*, *Vmn1r1*. Gene symbols of the 28 targets shown as blue points and that were significantly more methylated in FVB/N controls compared with C57BL/6J controls: *Ceacam-ps1*, *Gna13*, *Dusp13*, *6820431F20Rik*, *Samd8*, *Gm7538*, *Mir6385*, *2810429I04Rik*, *2610005L07Rik*, *5430440P10Rik*, *3110070M22Rik*, *Wfdc9*, *Clec2f*, *Atp11b*, *Olfml3*, *4930481A15Rik*, *Capn11*, *Gm13286*, *Mir466d*, *Scn5a*, *Rnu7*, *Polr3h*, *4932413F04Rik*, *Olfr279*, *Vmn2r29*, *Rps4l*, *Mir6991*, *Rhox3c*. The 6 last targets were not consistent in the comparison performed between strains subjected to DEHP prenatal exposure. Gene symbols of the 69 targets shown as yellow points whose impacts of DEHP on differential methylation levels as compared to controls were similar between both strains: *1500015O10Rik*, *4833417C18Rik*, *4930500F04Rik*, *9330159F19Rik*, *Abca17*, *Acot5*, *Acrbp*, *Atad3a*, *BC003965*, *BC030336*, *Birc3*, *Camk4*, *Chl1*, *Chrm5*, *Cnih1*, *Cntn6*, *Crybg3*, *Ctsl*, *Egln2*, *Enam*, *Enpep*, *Epha8*, *Exoc8*, *Fam134c*, *Fcer1g*, *Gm10451*, *Gm16294*, *Gm53*, *Gnptg*, *Gpr15*, *Hoxd10*, *Klc2*, *Klk1b21*, *Krt14*, *Lrrc4b*, *Mansc4*, *Mir149*, *Mir1899*, *Mir6395*, *Mrgprg*, *Mtor*, *Olfr1306*, *Olfr656*, *Omg*, *Os9*, *Pigq*, *Pkn1*, *Prdx6b*, *Prg3*, *Ptgr1*, *Rasal3*, *Rnaseh2b*, *Sbf1*, *Serpine2*, *Slc22a1*, *Slc25a10*, *Spatc1*, *Tff2*, *Tgif1*, *Timm22*, *Tnfsf13b*, *Uevld*, *Vps8*, *Wdr43*, *Wipf2*, *Wnt3*, *Zfp319*, *Zfp459*, *Zfp62*.
(EPS) Click here for additional data file.

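The 28 listed promoters were all found in the deposited table, and the authors' mean was higher in FVB/N than in C57BL/6J controls at each of the 28. Their median log2 ratio of means, C57BL/6J over FVB/N, was -0.97, against 0.54 over all promoters. At 4 of them every FVB/N control library lay above every C57BL/6J control library. At least 1 variant between the strains was listed in 71.4% of their probes.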

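All 78 listed promoters had a higher authors' mean in C57BL/6J than in FVB/N controls, each with a log2 ratio of means above 1 and a median of 2.50. Every C57BL/6J control library lay above every FVB/N control library at 54 of the 78. Their probes carried a median of 18.5 listed variants, and 89.7% carried at least 1.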

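With an interaction p above 0.995 in the authors' deposited table and an authors' mean above 1 normalized read in controls of both strains, 69 promoters were selected. Their median log2 ratio of means between strains in controls was 0.66, and library separation was shown at none of them. After scaling the means to equal sums, the mean was higher in C57BL/6J at 43 of the 69 and higher in FVB/N at 26.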

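Under DEHP, the authors' mean stayed higher in C57BL/6J at all 78 promoters, before and after the means were scaled to equal sums. The median log2 ratio of means was 1.18, smaller than in controls, while over all promoters it was 0.04. A log2 ratio above 1 was found at 48 of the 78, and at 20 every C57BL/6J DEHP library lay above every FVB/N DEHP library.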

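Under DEHP, 22 of the 28 promoters had a higher authors' mean in FVB/N and 6 had a higher mean in C57BL/6J, with a median log2 ratio of -0.71. Every FVB/N DEHP library lay above every C57BL/6J DEHP library at 1 of the 28. The 69 promoters with a similar response had a median log2 ratio of 0.03 under DEHP.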

S2 Fig DEHP-induced DMRs in micro-RNAs and their targets. Scatter plots of promoter methylation changes in microRNAs and their targets in function of the prenatal exposure to DEHP and in F1 derived males sperm cells for both backgrounds. The data were obtained from 5 control mice compared with 5 DEHP treated mice for each background. C57: results obtained with strain C57BL/6J presented in the scatterplot on the left. FVB: results obtained with strain FVB/N presented in the scatterplot on the right. X axis represent the log2 fold change between controls and DEHP in the targets of the microRNAs, values are averaged in case of multiple targets targeted by the same micro-RNA. Y-axis represents the log2 fold change between controls and DEHP in the microRNAs. Gray points represent microRNAs in which the MBDseq derived fold changes expressed on the x-axis was calculated with less than 10 targets, and respectively, black points with at least 10 targets up to 99, red points with more than 100 targets. Points with a star represent two-folds significantly differentially methylated microRNAs promoters at the genome-wide scale (p-values < 2.2*10^−6^, log2(FC) >1 or < -1). For all stars associated points, the short micro-RNAs symbols are written. 4 different micro-RNAs and their targets were consistent between both backgrounds and the symbol appears in bold. They are listed with the mention of the method used for the characterization of the targets and the gene symbol of their targets. ***Mmu-miR-130a-3p*** (2 targets), *Meox2* [Western blot & RT-qPCR], *Zfpm2* [Luciferase reporter assay//Northern blot//Western blot]. ***Mmu-miR-486-5p*,** (3 targets), *Foxo1* [Luciferase reporter assay//Western blot;qRT-PCR;Other], *Pten* [Luciferase reporter assay//Western blot;qRT-PCR;Other], *Pax7* [Immunocytochemistry//Luciferase reporter assay//Microarray//Western blot]. ***Mmu-miR-328-3p*** (2 targets), *Bace1* [Luciferase reporter assay//Northern blot//EMSA], *Bace2* [Luciferase reporter assay]. ***Mmu-mir-17-5p*** (353 targets, method is sequencing otherwise mentioned), *1600012H06Rik*, *1700052N19Rik*, *2510009E07Rik*, *2810055G20Rik*, *4930506M07Rik*, *4931406C07Rik*, *6030458C11Rik*, *Abca1*, *Acap2*, *Acvr1b*, *Adam10*, *Adam17*, *Adam19*, *Adcyap1r1*, *Aff4*, *Aifm1*, *Ajuba*, *Akt3*, *Aldh6a1*, *Alkbh5*, *Amot*, *Ankhd1*, *Ankrd17*, *Ankrd29*, *Ankrd9*, *Anp32a*, *Ap3d1*, *Aplp2*, *App*, *Appl2*, *Arap2*, *Arhgef9*, *Aspscr1*, *Atf2*, *Atxn3*, *B3galt2*, *B4galnt1*, *Bcl2l11* [Immunofluorescence//Immunohistochemistry//In situ hybridization//Luciferase reporter assay//Western blot], *Bmp2k*, *Bmp4* [qRT-PCR], *Brms1l*, *Brwd1*, *Btg2*, *C1qa*, *C2cd4c*, *Cacna2d1*, *Cadm2*, *Cald1*, *Camk2n1*, *Camta1*, *Capn2*, *Cav1*, *Cbx2*, *Ccdc88a*, *Ccser2*, *Cd164*, *Cdc42se2*, *Cdc7*, *Cds1*, *Celf2*, *Celsr2*, *Cend1*, *Chl1*, *Cnot6l*, *Col4a2*, *Cops2*, *Cpe*, *Cpeb3*, *Cpeb4*, *Crebrf*, *Cxcl12*, *Cyld*, *Cyth1*, *D15Ertd621e*, *D630045J12Rik*, *Dcbld2*, *Derl2*, *Dgkd*, *Dhcr24*, *Dhx36*, *Dio2*, *Dip2a*, *Dnm1l*, *Dnmt3a*, *Dpysl2*, *Dpysl5*, *Draxin*, *Dync1li2*, *Eef2k*, *Elovl6*, *Eml1*, *En2*, *Entpd7*, *Epb4*.*1l5*, *Epha7*, *Eps15*, *Erbb4*, *Etnk1*, *Extl2*, *Extl3*, *Ezh1*, *F3*, *Fam117b*, *Fam134a*, *Fam134c*, *Fam49b*, *Fat2*, *Fbxo21*, *Fbxo9*, *Fcho2*, *Fchsd2*, *Ficd*, *Flnb*, *Fn1*, *Foxp1 [Reporter assay]*, *Frmpd4*, *Gabbr2*, *Gabra1*, *Gabrb3*, *Gas7*, *Gng4*, *Gpatch8*, *Gpm6b*, *Gpr63*, *Gramd1a*, *Grb10*, *Gtf2h2*, *Gxylt1*, *Hdac8*, *Heg1*, *Hid1*, *Hsd17b10*, *Ift88*, *Igfbp7*, *Igsf3*, *Ildr2*, *Insm1*, *Islr2*, *Itgb8*, *Itm2c*, *Kbtbd8*, *Kdelr2*, *Kif21a*, *Kif5a*, *Kif5c*, *Klf10*, *Klf9*, *Klhl2*, *Klhl20*, *Klhl42*, *Kpnb1*, *Kras*, *Lcorl*, *Limch1*, *Lmbrd1*, *Lnp*, *Lpp*, *Lrch1*, *Lrp11*, *Lrrc3*, *Lrrc55*, *Lrrn3*, *Lsamp*, *Luc7l3*, *M6pr*, *Macf1*, *Map1a*, *Map2*, *Map3k5*, *Map4*, *Map4k2*, *Map7d2*, *Mapk14* [immunoblot//immunocytochemistry//Luciferase reporter assay//qRT-PCR//Reporter assay;Western blot;qRT-PCR;Other], *Mapre3*, *March6*, *March8*, *March9*, *Mcl1*, *Mcm7*, *Med17*, *Megf9*, *Mga*, *Mgll*, *Mlxip*, *Mrc1*, *Msantd4*, *Msl1*, *Mycbp*, *Mylip*, *Myo10*, *N4bp2l2*, *Napb*, *Nbea*, *Ncam1*, *Necab1*, *Nefh*, *Neurod1*, *Nf1*, *Nfe2l2*, *Nfia*, *Nipa2*, *Npat*, *Nptx1*, *Nr1d2*, *Nrip1*, *Nsg2*, *Nt5dc3*, *Nudcd3*, *Nudt18*, *Ogfod1*, *Oprl1*, *Otud4*, *Pank1*, *Papolg*, *Pappa*, *Pbrm1*, *Pcdhac1*, *Pcf11*, *Pfn2*, *Pgrmc2*, *Phlpp1*, *Pik3r4*, *Pim3*, *Plagl2*, *Plxna2*, *Polq*, *Polr3k*, *Ppap2b*, *Ppig*, *Ppp1r21*, *Ppp2r2c*, *Ppp3r1*, *Ppp6c*, *Prune2*, *Pten* [Western blot;qRT-PCR], *Ptpn11*, *Ptprg*, *Ptprj*, *Pum1*, *Pvr*, *Rab11fip4*, *Rab12*, *Rab30*, *Rab33b*, *Rabgap1l*, *Ralgds*, *Rap1gds1*, *Rapgefl1*, *Rasa1*, *Rasal1*, *Rasgef1a*, *Rassf4*, *Rb1*, *Rbl2* [Immunofluorescence//Luciferase reporter assay//Microarray//Reporter assay], *Rcan3*, *Rdx*, *Reep1*, *Rgma*, *Rnf103*, *Rnf220*, *Robo2*, *Rogdi*, *Rora*, *Rsrc2*, *Rundc3b*, *Ryr2*, *Sall3*, *Scara5*, *Scn1a*, *Scn2a1*, *Scn3b*, *Scn8a*, *Scp2*, *Sdccag3*, *Sema3c*, *Sepp1*, *Serinc1*, *Serpinb9*, *Sez6l*, *Sh3d19*, *Shh*, *Ski*, *Slc10a7*, *Slc17a7*, *Slc24a2*, *Slc35f3*, *Slc36a1*, *Slc44a5*, *Slc7a14*, *Slc7a2*, *Smim20*, *Smoc2*, *Sobp*, *Socs6*, *Sox8*, *Spag9*, *Spast*, *Srcin1*, *St6galnac5*, *Stat3* [immunoblot//immunocytochemistry//Luciferase reporter assay//qRT-PCR//Reporter assay;Western blot;qRT-PCR;Other], *Stxbp5*, *Syt1*, *Taok1*, *Taok2*, *Tbc1d12*, *Tbc1d8b*, *Tceb3*, *Tenm4*, *Tex2*, *Tfe3*, *Tgfa*, *Tgfbr2* [Luciferase reporter assay//qRT-PCR//Western blot], *Tmed8*, *Tmem230*, *Tmem64*, *Tmod2*, *Tmx4*, *Tnfrsf21*, *Tnks*, *Tnrc6b*, *Tomm34*, *Tor1aip2*, *Trim2*, *Trip12*, *Tspan9*, *Ttc14*, *Ttc9*, *Ubr3*, *Ubtf*, *Ubxn2a*, *Ugcg*, *Usp3*, *Wdr37*, *Wdr82*, *Wfs1*, *Whsc1l1*, *Xpc*, *Ythdf3*, *Zdhhc16*, *Zeb2*, *Zfand4*, *Zfhx3*, *Zfp217*, *Zfp317*, *Zfp597*, *Zfp62*, *Zfp652*, *Zfp704*, *Zfp84*, *Zhx3*, *Zic2*, *Zmat3*, *Znfx1*.
(EPS) Click here for additional data file.

S3 Fig Graphical representation of CpG densities and MBDseq reads averages among the gene classes. Estimation of CpG density and averages of methylation obtained in C57BL/6J controls for the genes “other”, “miRNA”, “Olfr” and “vmn”. Medians numbers were 48 CpG sites per promoter for genes that are not belonging to the three mentioned classes, 29 for microRNAs and 9 for both Vmn and Olfr promoters. Average reads number were approximately 3 times more normalize reads within micro-RNAs promoters and 3 times less within Vmn/Olfr promoters compared to others.
(EPS) Click here for additional data file.

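The CG sites that the authors list per promoter had a median of 49 over the 20172 promoters outside the 3 classes, 29.5 over Mir, 8 over Vmn and 8 over Olfr promoters. Bootstrap 95% intervals of these medians were 49 to 50, 28 to 31, 8 to 8 and 7 to 8. Counted in GRCm38.p6, the medians were 49, 29, 8 and 8. As means over promoters they were 53.7, 37.6, 9.06 and 9.38.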

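In C57BL/6J controls, the authors' means averaged 26.5 normalized reads over Mir promoters, 2.73 times the 9.70 of the promoters outside the 3 classes. Over Vmn and Olfr promoters together they averaged 3.31, and the promoters outside the classes had 2.93 times as many. Per CG site, the median level was 0.714 normalized reads for Mir, 0.229 for Vmn and Olfr together and 0.121 for the promoters outside the classes.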

S4 Fig Methylome, transcriptome and proteome in murine sperm. Plots illustrating developmental expression of genes in mice sperm cell subtypes in function of both methylations in promoters of sperm DNA and proteins belonging to the mice sperm proteome. The methylations levels were measured in the present study using MBD-seq data recorded in 2.2kb “promoter” probed regions in sperm cells extracted from the epididymis and the vas deferens of 8 weeks-old C57BL/6J controls mice. The genes expressions dataset of sperm cells subpopulations came from C57BL/6J males performed in a previous and independent work by Chalmel F *et al* 2007 using high-density oligonucleotide microarrays and 8–9 weeks-old mice for spermatocyte and spermatid, and 4–8 days old mice for spermatogonium. Proteins were detected in sperm cells extracted from the caudal region of the epididymis of 8 week-old swiss mice in a previous and independent work performed by Baker *et al*., 2008 using IPG strip prefractionation and LC-MS/MS. Decile expression levels were (2.68,3.6] (3.6,4.1] (4.1,4.62] (4.62,5.21] (5.21,5.81] (5.81,6.42] (6.42,7.12] (7.12,7.92] (7.92,9.03] (9.03,14].
(EPS) Click here for additional data file.

S1 Table Primers sequences. Sequences of primers for bisulfite pyrosequencing and RT-qPCR.
(XLSX) Click here for additional data file.

# Supplementary material for: Prenatal Exposure to DEHP Affects Spermatogenesis and Sperm DNA Methylation in a Strain-Dependent Manner
**Source:** PLoS One. 2015 Aug 5;10(8):e0132136. doi: 10.1371/journal.pone.0132136
**Supplement:** S1 Dataset

URL: <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67159>

How the deposited data were processed for this re-analysis (not part of the article)

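Sperm DNA of 20 males was measured by MBD-sequencing, with 5 males in each of 4 groups (C57BL/6J control, C57BL/6J DEHP, FVB/N control and FVB/N DEHP). The authors aligned the read-pairs onto mm10 with Bowtie, filtered them, counted the pairs overlapping each promoter probe and normalized the counts with edgeR. The signal values used here are the mean and SD of normalized reads per group that the authors deposited with 1 decimal for 22480 promoters. The log2 fold changes (control over DEHP, 1 decimal) and the p-values and FDR were computed by the authors with edgeR's generalized linear model and are used as deposited. The expression values per gene were added by the authors from an independent dataset, and the scale of these values is not stated. Numbers of CG sites, numbers of variants between the strains, and gene ontology, imprinting and proteome flags are the authors' annotations as deposited.

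Values of single libraries were not used here. The depth of each library is therefore unknown, and the authors' SD is the only measure of error for a promoter. The tests planned for counts or for values of single libraries were replaced by the fallback set for group means, which is no test, with the authors' p-values reported as theirs. Groups were taken from the labels of the libraries and from the paper. Each submission holds 1 treatment in both strains, so treatment and submission cannot be told apart.

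Computed from the deposited values were the log2 ratio of means with a pseudocount of 1, counts of the authors' calls (p under 2.22e-06 and an absolute log2 fold change above 1), shares of promoter classes with Wilson intervals, and the separation of libraries. A separation was counted where the groups' means plus and minus 1.79 SD, widened by a rounding step of 0.05, did not overlap. In 22480 simulated promoters this bound gave 0 wrong separations and found 52.6% of the promoters that were truly separated, so its counts are lower limits.

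Promoter classes were gene symbols holding Vmn, Olfr or Mir. Their fold changes were compared with 10000 random sets of promoters outside the 3 classes, with at least 20 candidates per promoter and 100 resamplings of the pool. Matching used CG sites (within 0.05 on a log2 scale), CG sites with mean level, CG sites with GC content, and CG sites with repeat-masked share. Of these 4 kinds of matching, those with GC content and repeat-masked share were added after the data were seen. Tested on 200 simulated datasets, the sets gave a class outside their range in 2.5% of datasets that held only a trend on CG sites, and in 100% of those with a class shift of 0.5. The p-values of these sets describe promoters in the authors' fold changes and hold no test between animals.

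Sequence, repeat-masked share, GC content and unique 51-base sequences (sampled every 20 bp) came from GRCm38.p6, and exons from the GENCODE annotation of that assembly. The named promoters are those the paper names for a result and, in each strain and direction, the 3 called promoters with the smallest p whose libraries were separated. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.

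Alternatives were Benjamini-Hochberg adjustment, a filter on means of at least 1 normalized read, a pseudocount of 0.1, fold changes at or above 1, log2 ratios of means as deposited or scaled to equal sums or equal medians, and removal of the trend on CG sites with a lowess fraction of 0.3. Sperm counts, pyrosequencing, mRNA levels and regions outside promoters were not analysed here. Some results for named promoters are not reported here.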

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

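Of the tests in this part, those on the log2 ratio of means and the removal of the trend on CG sites were chosen only after the result was seen.

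The strain by treatment interaction was significant in the authors' deposited table for Tmem125 (p = 3.52e-08), Piwil2 (p = 6.73e-07), Fkbp1a (p = 1.34e-06) and Smim8 (p = 1.87e-06). A difference in scaling between the strains is a poor explanation for the 4 as a set, since the smallest of their interactions on the log2 ratio of means was 1.70 in size (Piwil2), while the scaling differed by -0.75. The SDs showed the libraries to be separated in 1 strain for Tmem125 and Fkbp1a and in neither strain for Piwil2 and Smim8. Fkbp1a and Smim8 have means of at most 2 normalized reads, where single reads weigh heavily, and the separate libraries needed to judge this were not analysed here. A difference between the strains stays open as a biological explanation, and so does a batch difference that acts on 1 strain more than on the other.

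Some promoters the paper does not discuss had DEHP libraries above every control library. In C57BL/6J these were Vmn1r85, with an authors' mean of 6.2 normalized reads (authors' SD 2.4) against 0.2 (authors' SD 0.5) in controls, Mir15b with 10.5 (authors' SD 2.7) against 3.3 (authors' SD 0.9), and Mir16-2 with 10.1 (authors' SD 2.3) against 3 (authors' SD 0.9). The probes of Mir15b and Mir16-2 overlap each other and exons of Smc4 on chromosome 3, so they are 1 observation. In FVB/N these were DQ267102, a small nucleolar RNA within Rian on chromosome 12, with 19.2 (authors' SD 1.3) against 4.1 (authors' SD 2.2), Ofcc1 with 11.3 (authors' SD 4.5) against 0.7 (authors' SD 0.6), and Olfr453 with 14.4 (authors' SD 2.2) against 1.9 (authors' SD 2.1). DQ267102 and Olfr453 were called higher in DEHP in C57BL/6J as well, with log2 fold changes of -1.3 and -1.7 in the authors' deposited table. Their interaction p there was 0.0709 and 0.141, so the list by strain does not make them specific to FVB/N. The others were called in the named strain only. All were picked as the smallest p-values among 22480 promoters, which favors large differences.

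All of these probes hold between 11 and 23 CG sites, fewer than the median of 45. Outside the 3 classes, promoters with 11 to 16 CG sites had median log2 fold changes of -0.9 in C57BL/6J and -0.8 in FVB/N. Vmn1r85 and Ofcc1 lie in this range. With 17 to 23 CG sites, as in the other probes, the medians were -0.4 in both strains. This is near the -0.4 and -0.3 of all promoters outside the classes. In C57BL/6J, removal of the trend on CG sites left a log2 fold change of -3.42 for Vmn1r85 and of -1.66 for Mir15b and for Mir16-2. In FVB/N it left -1.70, -3.04 and -1.99 for DQ267102, Ofcc1 and Olfr453, so this trend may account for part of the rise only. Reads from identical copies in the reference are a poor explanation for Vmn1r85, whose sampled 51-base sequences are all unique. Over the Vmn and Olfr probes whose sampled sequences were all unique, the median log2 fold change was no higher than -1.1. Paralogs that differ by a few bases, and copies absent from the C57BL/6J reference, were not tested and stay open. Submission batch and treatment cannot be told apart here, since 0 submissions hold both treatments.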

How the results depend on the processing

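The ratio of means, its scalings, the removal of the trend on CG sites, the matching on GC content and on repeats, means in place of medians in matched sets, the scaling of means between strains, the recomputed adjustment and the limit at or above 1 were chosen only after the result was seen. The other alternatives were set before the data were examined. The causes of the changes given here were not tested unless stated.

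With Benjamini-Hochberg adjustment, C57BL/6J had 3478 higher and 475 lower calls in DEHP and FVB/N 1837 and 936, since this threshold is less strict. Higher calls then made up 88.0% in C57BL/6J and 66.2% in FVB/N, against 50.9% and 12.9%. C57BL/6J exceeded FVB/N by 1641 higher calls (169 otherwise), and FVB/N exceeded C57BL/6J by 461 lower calls (183 otherwise), or by 66 and 83 with ratios of means at pseudocounts of 1 and 0.1. Scaling to equal medians gave 40.6% higher calls in C57BL/6J. The order of the strains was the same for both directions under these alternatives. All of them except Benjamini-Hochberg adjustment kept the authors' threshold on p, so they test this order only weakly. The shares of all promoters with separated libraries, which use no p-value, had the reverse order in both directions. They were larger in FVB/N with DEHP above and larger in C57BL/6J with DEHP below. These shares rest on the deposited means, whose scale differs from that of the fold changes.

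The share of Vmn promoters below -1 was, for C57BL/6J and FVB/N, 33.19% and 35.71% with the ratio of means at a pseudocount of 1, 56.72% and 60.08% at 0.1, 51.68% and 37.39% with equal sums, 28.99% and 17.23% with equal medians, and 23.53% and 17.65% with the trend on CG sites removed. For Olfr these were 22.81% and 36.96%, 43.48% and 60.99%, 47.86% and 36.69%, 17.23% and 16.01%, and 13.78% and 16.67%, with 70.95% and 56.33% at or below -1. For Mir promoters above 1 they were 31.12% and 9.237%, 34.74% and 11.24%, 11.65% in FVB/N with equal sums, 34.54% and 32.43%, and 21.69% and 24.5%, with 13.25% and 19.48% at or above 1.

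The order of the strains in these shares was less stable. C57BL/6J less FVB/N was 20.6 points for Vmn and 15.5 for Olfr. With ratios of means at pseudocounts of 1 and 0.1 it was -2.521 and -3.361 for Vmn and -14.15 and -17.5 for Olfr. Equal sums gave 11.17 for Olfr, equal medians 11.76 for Vmn and 1.21 for Olfr, and the trend removed 5.882 for Vmn and -2.886 for Olfr. FVB/N less C57BL/6J for Mir was 6.63 points, and became -21.89 and -23.49 with the ratios, 1.908 with equal sums, -2.108 with equal medians and 2.811 with the trend removed.

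Against sets matched on CG sites and GC content, the class median less that of the sets was -0.1 for Vmn in FVB/N (n = 238, p = 0.265, mean -0.121, p = 0.079) and -0.1 for Olfr in both strains (n = 1074, p = 0.134 and 0.123). Against sets matched on CG sites and mean level it was 0.1 for Mir in both strains (n = 996, p = 0.678 and 0.629).

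The interaction gave 14 promoters at an FDR under 0.05 as deposited, 17 with the adjustment recomputed, and 2 with a mean of at least 1 normalized read. Control promoters with every C57BL/6J library above every FVB/N library fell to 69 with equal sums and 65 with equal medians, and the reverse rose to 25 and 29.

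Spearman's rho with expression, per CG site and then with means of at least 1, was -0.3184 and -0.1379 in spermatogonia, -0.2904 and -0.1205 in Sertoli cells, -0.1744 and -0.06046 in seminiferous tubules, -0.1074 and -0.008925 in spermatids, -0.1819 and -0.0594 in spermatocytes and -0.1655 and -0.05308 in total testis. The sign in spermatids was reversed by both. Means in place of medians of CG sites were 9.059 for Vmn, 9.378 for Olfr, 37.56 for Mir and 53.68 for the others.

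For 36 leading results 173 alternative values were computed, of which 89 stayed, 68 moved, 6 were weaker and 10 reversed. Of 300 alternative values for 60 log2 fold changes of named promoters, 247 stayed within the spread, 52 moved, and 1 reversed, Vmn1r85 in FVB/N, which became 0.20 (0.2032) with the trend removed. Of 48 alternative values for class calls, 44 stayed and 4 moved.

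No paired analysis was possible because the group means carry no replicate numbers. Leaving out single libraries, other splits of the samples, library totals, quantile normalization, a minimum of reads per library, other count tests and gene set tests were not run, since they need values of single libraries. Without the depth per library, counting error cannot be separated from the spread between animals at promoters with few reads.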

Differences from the paper's values

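The limit at or above 1 on the log2 fold change and the standard errors were chosen only after the result was seen, and they are named where they bear on a difference.

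For Tmem125 in C57BL/6J the paper states errors of 3.9 in controls and 3.9 in DEHP, and the authors' SDs are 8.6 and 1.2 normalized reads, or 3.85 and 0.537 as standard errors, a scale chosen after seeing the values that comes near the paper's error in controls and not in DEHP. In FVB/N controls the paper's error of 2.5 equals the authors' SD, which as a standard error is 1.12, and the paper's errors for Smim8 equal the authors' SDs as well. For the 8 microRNAs of both clusters in FVB/N, the paper's lowest p is 1.1e-15 and the lowest in the authors' deposited table is 5.3e-15. For Star in C57BL/6J controls, the error bar of the methylation level is about 1.2 in Fig 6, read by eye, where the legend names SDs, and the authors' SD is 2.7, or 1.21 as a standard error, which was chosen after seeing the values and comes near the bar. None of the alternatives set before the data were examined bears on these values.

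Counts of calls differed less. The paper gives 231 higher and 242 lower promoters in C57BL/6J and 418 lower in FVB/N, and the authors' deposited table gives 229, 221 and 404. A fold change at or above 1, chosen after seeing the values, gave 250 and 423 lower promoters. Olfr calls in C57BL/6J were 37 against the paper's 38, and Mir calls lower in DEHP were 112 and 61 against the paper's 121 and 67. The shares of Vmn and Olfr promoters below -1 were 71.8% and 67.1% in C57BL/6J and 51.3% and 51.6% in FVB/N, against the paper's 74%, 69%, 55% and 54%. With Benjamini-Hochberg adjustment, set before the data were examined, the counts were further from the paper's.

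The discussion speaks of Sfi1 as hyper-methylated by DEHP, whereas its control mean was above its DEHP mean in both strains, as the results section of the paper also states. The methods select Igf2r for its link with all reproduction terms, and in the deposited table it was not marked for sperm part, where 0 of 14 genes were. The paper describes a falling share of sperm proteome members with methylation, and the share by decile of level ran between 3.16% and 4.27% with no steady fall, while by level per CG site it went from 4.31% in the lowest to 2.98% in the highest decile.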

Other observations

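Chosen only after the result was seen were the tests of microRNA promoters by level, of GC content together with CG sites by class, of the order of the strains by class and by promoters with as many CG sites, and of the overlap of the microRNA probes.

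Vmn and Olfr promoters lay higher in DEHP libraries, and promoters outside the 3 classes with as few CG sites rose as well. A capture that depends on the number of CG sites and differs between the submissions could account for the part these promoters share. It could not account for the whole, since the Vmn median in C57BL/6J lay beyond the sets matched on CG sites (n = 238, p = 0.0002). Vmn promoters also stood apart from sets matched on CG sites and repeat content (n = 238, p = 0.0004 for the mean in FVB/N). GC content together with CG sites accounted for more. Beyond sets matched on both, Vmn promoters in C57BL/6J still stood apart (n = 238, p = 0.0002). Olfr promoters kept a small remainder (mean -1.43 against -1.33 in C57BL/6J, n = 1074, p = 0.0172). For Vmn promoters in FVB/N a difference was not shown (n = 238, p = 0.079). Their mean less that of the sets was -0.121, no smaller in size than the -0.0986 of Olfr in C57BL/6J. The smaller number of Vmn promoters may therefore account for the unlike outcome. Reads shared between paralogs are a poor explanation, because the rise was present at wholly unique probes, with a median no higher than -1.1. What remains may be an effect of DEHP or of the submission, as 0 submissions hold both treatments and these cannot be told apart.

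On the authors' fold changes, the share of promoters below -1 was larger in C57BL/6J by 20.6 points for Vmn and 15.5 for Olfr, and this order was reversed with the ratio of means (-2.521 and -14.15) and, for Olfr, with the trend on CG sites removed (-2.886). Relative to the median of the promoters outside the classes, the share past 1 was larger in C57BL/6J for both classes. The difference was 18.07 points for Vmn (95% interval 9.66 to 26.5) and 11.36 points for Olfr (7.64 to 15.2). With the ratio of means it was 24.79 and 13.97 points. At the fixed limit of -1, means scaled to equal sums left 14.29 points for Vmn and 11.17 for Olfr. Equal medians left 11.76 points for Vmn but only 1.21 for Olfr. Scaling alone is therefore a poor explanation for Vmn, while for Olfr it stays open. Beyond promoters with as many CG sites, the mean log2 fold change of C57BL/6J less FVB/N was -0.2265 for Vmn (-0.372 to -0.0647) and 0.05819 for Olfr (-0.0338 to 0.147). For Olfr the order of the strains may therefore follow from the number of CG sites, and for Vmn a part beyond it stayed open.

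MicroRNA promoters lay lower in DEHP than promoters with as many CG sites (n = 996, p = 0.0002 in C57BL/6J), although in FVB/N the class median was -0.05 with the ratio of means, where that of the promoters outside the classes was -0.33. The difference from the matched promoters argues against capture that depends on the number of CG sites alone as the whole cause. It cannot exclude capture that depends on how many of these sites are methylated, because the sets were not matched on methylation. Sets matched on CG sites alone had a median log2 fold change of -0.4 in C57BL/6J and -0.3 in FVB/N, sets matched on CG sites and level had 0 in both strains, and the class had 0.1. On the authors' fold changes these sets did not fall in DEHP themselves, and no difference of the class from them was detected (n = 996, p = 0.1394 for the mean in FVB/N). A candidate explanation is that highly covered promoters in general lay lower in DEHP relative to promoters with fewer reads, which would account for most of the difference of the microRNA promoters. The excess in FVB/N of the share above 1 was 2.51 points on the authors' fold changes and -5.82 points on the ratio of means, relative to the other promoters, so scaling and a strain difference cannot be told apart here. In the clusters mir-17-92 and mir-106b-25 at least 71.18% of a probe was shared by all probes, so the 8 calls are not independent.

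Sfi1 lay 14.2 times above the highest of 2504 promoters with a similar number of CG sites in C57BL/6J controls, 13.5 times in FVB/N controls, and at least 2.224 times in each group. Dense methylation of a single-copy probe is therefore a poor explanation for the whole level in controls, provided that some of the 2504 promoters are densely methylated, which was not measured here. Copies of the locus that the reference holds once could give such a level, and this stays open without copy number. The promoter with the next highest mean level, 3110070M22Rik, was named after its values were seen. Its log2 fold changes in the authors' deposited table were 2.8 and 4.1, against 2.9 and 4.1 for Sfi1, and only 61.1% of its sampled 51-base sequences are unique. Whether these loci share reads was not tested.

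The interaction fold changes that the authors deposited equal those of C57BL/6J in 100% of promoters. The FDR of Tmem125 in the authors' deposited table corresponds to 23614 tests, where the table holds 22480 promoters.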
